# Highlighting fibroblast plasticity in lung fibrosis: the WI-38 cell line as a model for investigating the myofibroblast and lipofibroblast switch

**DOI:** 10.7150/thno.93519

**Published:** 2024-06-11

**Authors:** Esmeralda Vásquez-Pacheco, Manuela Marega, Arun Lingampally, Julien Fassy, Marin Truchi, Kerstin Goth, Lisa Trygub, Sara Taghizadeh, Marek Bartkuhn, Ioannis Alexopoulos, Ying Dong, Kevin Lebrigand, Andreas Gunther, Chengshui Chen, JinSan Zhang, Cho-Ming Chao, Denise Al Alam, Elie El Agha, Bernard Mari, Saverio Bellusci, Stefano Rivetti

**Keywords:** WI-38, Lipofibroblast, Myofibroblast, reversible switch, fibrosis, lung.

## Abstract

**Background:** Myofibroblasts (MYFs) are generally considered the principal culprits in excessive extracellular matrix deposition and scar formation in the pathogenesis of lung fibrosis. Lipofibroblasts (LIFs), on the other hand, are defined by their lipid-storing capacity and are predominantly found in the alveolar regions of the lung. They have been proposed to play a protective role in lung fibrosis. We previously reported that a LIF to MYF reversible differentiation switch occurred during fibrosis formation and resolution. In this study, we tested whether WI-38 cells, a human embryonic lung fibroblast cell line, could be used to study fibroblast differentiation towards the LIF or MYF phenotype and whether this could be relevant for idiopathic pulmonary fibrosis (IPF).

**Methods:** Using WI-38 cells, Fibroblast (FIB) to MYF differentiation was triggered using TGF-β1 treatment and FIB to LIF differentiation using Metformin treatment. We also analyzed the MYF to LIF and LIF to MYF differentiation by pre-treating the WI-38 cells with TGF-β1 or Metformin respectively. We used IF, qPCR and bulk RNA-Seq to analyze the phenotypic and transcriptomic changes in the cells. We correlated our *in vitro* transcriptome data from WI-38 cells (obtained via bulk RNA sequencing) with the transcriptomic signature of LIFs and MYFs derived from the IPF cell atlas as well as with our own single-cell transcriptomic data from IPF patients-derived lung fibroblasts (LF-IPF) cultured *in vitro*. We also carried out alveolosphere assays to evaluate the ability of the proposed LIF and MYF cells to support the growth of alveolar epithelial type 2 cells.

**Results**: WI-38 cells and LF-IPF display similar phenotypical and gene expression responses to TGF-β1 and Metformin treatment. Bulk RNA-Seq analysis of WI-38 cells and LF-IPF treated with TGF-β1, or Metformin indicate similar transcriptomic changes. We also show the partial conservation of the LIF and MYF signature extracted from the Habermann *et al.* scRNA-seq dataset in WI-38 cells treated with Metformin or TGF-β1, respectively. Alveolosphere assays indicate that LIFs enhance organoid growth, while MYFs inhibit organoid growth. Finally, we provide evidence supporting the MYF to LIF and LIF to MYF reversible switch using WI-38 cells.

**Conclusions:** WI-38 cells represent a versatile and reliable model to study the intricate dynamics of fibroblast differentiation towards the MYF or LIF phenotype associated with lung fibrosis formation and resolution, providing valuable insights to drive future research.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a debilitating lung disease characterized by excessive tissue scarring, leading to compromised lung function and respiratory failure. Fibrosis disrupts the regular tissue architecture, replacing the normal lung parenchyma with a dense collagen-rich extracellular matrix (ECM) network 1.

Fibroblasts are pivotal players in the intricate web of lung fibrosis pathogenesis. These cells, often described as the architects of the ECM, are indispensable for the structural integrity of tissues. The ECM, a complex network of proteins and carbohydrates, provides mechanical support and signaling cues to cells. When fibroblasts function abnormally or become hyperactive, they can excessively produce ECM components, leading to tissue scarring observed in fibrotic diseases 2.

A particularly intriguing aspect of fibroblasts in the context of lung fibrosis is their plasticity. Under certain conditions, such as tissue injury or specific signaling cues, fibroblasts can undergo differentiation. One well-documented path is their transformation into myofibroblasts (MYFs) 3,4. Dysregulation of signaling pathways in fibroblasts, driven by factors such as TGF-β1 and others, can trigger pathological fibroblast phenotypes contributing to fibrotic tissue remodeling 5,6.

MYFs are characterized by alpha-smooth muscle actin (ACTA2; α-SMA) 7 expression and robust collagen production. They are often considered the culprits behind the excessive ECM deposition in fibrotic diseases. Their contractile properties, combined with their prolific collagen production, contribute to the stiffening of tissues, a defining feature of fibrotic lesions 8.

On the other hand, fibroblasts can also differentiate into lipofibroblasts (LIFs), a less studied but equally intriguing cell type. LIFs are recognized by their lipid droplet inclusions and have traditionally been associated with roles in lipid storage and metabolism 9. However, recent research has shed light on their multifaceted functions, especially in lung fibrosis 4. These cells are not merely passive lipid storages: they actively participate in tissue repair processes and have been implicated in the modulation of fibrosis. Their interactions with other cell types, such as alveolar type 2 cells (AT2), underscore their importance in maintaining lung homeostasis. As our understanding of LIFs deepens, it becomes evident that they play a dual role. While they can be protective and reparative under certain conditions, their dysregulation can also contribute to fibrotic progression 10.

Therefore, fibroblasts, with their potential to differentiate into either MYFs or LIFs, occupy a central position in the narrative of lung fibrosis. Deciphering the signals that dictate their fate and function is crucial for developing therapeutic strategies to halt or even reverse fibrotic diseases 11.

Yet, our mechanistic understanding of the regulation of the MYF or LIF differentiation remains incomplete, mainly due to the limited study models available.

Traditionally, primary lung fibroblast cultures derived from healthy donors and/or IPF patients have been a standard approach to studying fibroblast biology. However, the heterogeneous nature of primary cells, including growth and gene expression variability, presents challenges.

In this study, we propose the use of WI-38 cells, a human embryonic lung fibroblast cell line, as a powerful tool to study fibroblast biology and the transition between lipofibroblasts and myofibroblasts in the context of lung fibrosis. Other human embryonic cell lines were also available such as MRC5 and IMR-90. The comparison of WI-38, IMR-90 and MRC5 cells was previously reported 12. The use of IMR-90 cells is limited to passage 20 while the MRC5 and WI-38 cells can be used until passage 36. In this study, we selected the WI-38 cells because we previously reported that they represent a good model to study fibroblasts to LIF differentiation 13.

WI-38 cells have been extensively used in vaccine production 14 and studies related to aging including replicative senescence 15, cancer, and other diseases 16. They constitute a standard cell line model for cytotoxicity testing 17, due to their genetic stability, ease of handling, and reproducibility of results. However, so far, few studies focused on their differentiation potential 18,19. Their applicability as a model to study fibroblast differentiation in lung fibrosis has not been fully explored.

First, we compared the results obtained with WI-38 cells with the current primary IPF models. We induced myofibroblast differentiation using TGF-β1 treatment and lipofibroblast differentiation using Metformin treatment. We analyzed the respective phenotypical and transcriptomic changes in WI-38 cells based on the known markers for myofibroblasts and lipofibroblasts. We also compared their transcriptomic response to the ones elicited by TGF-β1 and Metformin treatment of primary fibroblasts from IPF lungs. We also tested their ability to support alveolar epithelial type 2 cell growth using alveolosphere assays. Moreover, we correlated our *in vitro* transcriptome data from WI-38 cells (obtained via bulk RNA sequencing) with the genetic signature of lipofibroblasts and myofibroblasts derived from the IPF Cell Atlas (http://ipfcellatlas.com/) 20,21 as well as with from our own single-cell transcriptomic data generated on LF-IPF.

The results of our study underscore the potential of WI-38 cells as a versatile and reliable model to study the intricate dynamics of fibroblast differentiation in lung fibrosis, providing valuable insights to drive future research in the field.

## Materials and methods

### Human-derived specimens and cell line

Human primary lung fibroblasts from IPF lungs (referred to as LF-IPF) were obtained from the European IPF registry (eurIPFreg) at the Universities of Giessen and Marburg Lung Center, which is a part of the German Center for Lung Research 22. Written consent was obtained from each patient, and the ethics committee of Justus-Liebig University Giessen approved the study. The WI-38 cell line (#CCL-75) was purchased from the American Type Culture Collection (ATCC). Cells were amplified, and frozen stocks were made. The cells were used from passage 3 through 7 for the functional assays. Cells were grown at confluence in T75 flasks (SARSTEDT cat nr 83.3911.302) and split 1:3. Three to four days are required to regain confluency.

### Cell culture

Primary lung fibroblasts derived from 4 IPF patients (LF-IPFs) and the WI-38 cell line were maintained in Dulbecco's modified Eagle's medium (DMEM) (Gibco™, cat. nr 21885-025) supplemented with 10% Fetal Bovine Serum (FBS, Gibco™, cat. nr 10270-106) and 1% penicillin/streptomycin (Gibco™, cat. nr 15140-22) at 37 °C and 5% CO_2_. Cells between passages 3 and 7 were used for the experiments. For each experiment, 3 × 10^5^ cells were seeded per well in 6-well plates (SARSTEDT cat nr 83.3920.300). The following day, the cells were starved (0% serum) for 24 h and then treated for 96 h with 5 mM Metformin (Merck, cat. nr M0605000) or 2 ng/ml TGF-β1 (Peprotech cat nr 10021). As Controls (Vehicle), the same volume of the TGF-β1 solvent (10 mM citric acid, pH 3.0 containing 0.1% bovine serum albumin) was used. For the transdifferentiation of MYF to LIF, WI-38 cells were first treated with TGF-β1 as previously mentioned, after the differentiation to MYF, the treatment was changed to 5 mM metformin for 96 h. For the transdifferentiation of LIF to MYF, WI-38 cells were first treated with metformin as previously mentioned, after the differentiation to LIF, the treatment was changed to 2 ng/ml TGF-β1 for 96 h.

### Immunofluorescence

The cells were fixed in 4% of PFA during 10 min, the cells were blocked for 1 h (3% of BSA, 0.4% Triton X in PBS 1X) at room temperature, then they were incubated with FITC-conjugated mouse monoclonal anti-ACTA2 (Sigma-Aldrich, cat. Nr. F3777) 1:200 during 1 h at room temperature or MYH11 (Prestige Antibodies power by Atlas Antibodies, Sigma Aldrich, cat. nr HPA015310) overnight at 4 °C. The following day, for MYH11 immunostaining, the cells were washed with PBS 1X and incubated during 1 h at room temperature with Alexa Fluor^TM^ 594 donkey anti-rabbit IgG (H+L) (Sigma-Aldrich, cat. nr A21207) secondary antibody 1:500 was used. After washing, the staining was mounted with DAPI (ProLong™ Gold antifade reagent with DAPI, Invitrogen^TM^ by Thermo Fisher Scientific, cat. nr P36935), and the cells were examined and imaged by fluorescence microscopy (Leica DM5500 B Automated Upright Microscope System). To analyze the presence of lipid droplets, as evidence of differentiation of the cells to a lipofibroblast phenotype, LipidTOX^TM^ green or red neutral lipid dye (Invitrogen^TM^ by Thermo Fisher Scientific, cat. nr H34475) was used (1:200) and cells when alive were placed in the incubation chamber (37 °C and 5% CO_2_) during 20 min or 20 min room temperature when the cells were fixed.

### RNA extraction and qPCR

The cells were collected in a lysis buffer according to the manufacturer's protocol, and RNA extraction was performed using the QIAcube® Connect (Qiagen). After quantification using a NanoDrop™ Spectrophotometer 2000/2000c (Thermo Fisher), the RNA was reverse transcribed using the QuantiTect Reverse Transcription kit (Qiagen, cat. nr 205314) and then diluted to a final concentration of 5 ng/µL. For qPCR, PowerUp™ Sybr Green Master mix (Applied Biosystems^TM^ by Thermo Fisher Scientific, cat. nr A25742) was used. The primer sequences are listed in Table 1.

### RNA sequencing and bioinformatic analysis

RNA-seq data of WI-38 cells were analyzed by the genomic facility of the Institute for Lung Health (ILH) at the Justus-Liebig University Giessen, Germany. For genome-wide analysis of gene expression, RNA sequencing libraries from isolated mRNA were generated and sequenced by the Institute for Lung Health (ILH) - Genomics and Bioinformatics - at the Justus-Liebig-University (JLU) Giessen (Germany). A total amount of 500 ng of RNA per sample was used to enrich for polyadenylated mRNA followed by cDNA sequencing library preparation utilizing the NEBNext® Ultra™ II Directional RNA Library Prep Kit for Illumina® according to the manufacturer's instructions. After library quality control by capillary electrophoresis (4200 TapeStation, Agilent), cDNA libraries were sequenced on the Illumina NovaSeq 6000 platform generating 50 bp paired-end reads. For demultiplexing and the subsequent FASTQ file generation we used Illumina's bcl2fastq (2.19.0.316). Primary processing of the sequencing reads, i.e., quality control, filtering, trimming, read alignment and generation of gene specific count tables was performed using the nf-core 23,24. RNA-seq v3.7 bioinformatics pipeline (NEXTFLOW version 23.04.03). The homo sapiens hg38 genome and gene annotation was used as downloaded from Illumina's iGenome repository. The pipeline run was performed with standard parameters in docker mode. The resulting tables with raw read counts were imported into R where all down-stream processing was performed. Normalization of read counts and detection of differentially expressed genes were performed using DESeq2 25. Volcano plots were generated using the EnhancedVolcano R package. For comparison of WI-38 data with publicly available scRNA-seq data, the file GSE135893_ILD_annotated_fullsize.rds.gz was downloaded from GEO entry GSE135893. Differential gene expression analysis was done using Seurat 26 function *findMarkers* in order to derive genes specifically expressed in *PLIN2*+ fibroblasts over fibroblasts and myofibroblasts over fibroblasts, using provided annotation from original publication 20. These gene signatures were subsequently compared to the WI-38 by gene set enrichment analysis using the *GSEA*-function of the clusterProfiler package 27 and visualized by the complexHeatmap package 28.

RNA-seq data has been deposited at NCBI's gene expression omnibus (GEO) under accession GSE264038.

### Cell viability

Cell viability was evaluated at 2, 24, 48, 72 and 96 h using the AlamarBlue^TM^ Cell Viability reagent (Invitrogen^TM^ by Thermo Fisher Scientific, cat nr. DAL1025), following the manufacturer's protocol. After 96 h of treatment, 3000 cells per well were seeded in 96 well plates (Greiner BIO-ONE cat nr. 655 180). AlamarBlue^TM^ Cell Viability reagent (10%) was added to each well. The viability was evaluated by subtracting the average 600 nm absorbance values of the cell culture medium alone (used as the blank reference) from the 570 nm absorbance values of experimental wells. The absorbance was measured in the Tecan InfiniteM200 plate reader.

### Scratch test for cell migration

WI-38 cells were seeded into 6 well plates at a density of 1.5 × 10^5^ cells per well for each condition previously described. The next day, after 24 h of starvation (serum-free DMEM media), the cells were treated as previously described. After 96 h of treatment, the bottom of each dish was scratched using a sterile pipette tip. After the scratch, the dishes were gently washed with PBS 1X to remove cell debris. After 24 h, the washing step was repeated. The cells were maintained in serum-free DMEM media at 37 °C and 5% CO_2_ for 96 h for the entire assay duration. Images were acquired at 0, 24, 48 and 96 h. In every condition, the measurements of the scratched area at the different time points were calibrated with the original surface of the scratched area, allowing the comparison between the different conditions. The percentage of wound closure was measured using Image J software with the wound healing size tool 29.

### FACS preparation

B6N.Cg-Tg(Sftpc,-EGFP)1Dobb/J mice (Jackson Lab, strain 028356) were euthanized. The lungs were perfused with 10 mL of PBS 1X through the heart's right ventricle. For the single-cell preparation, lungs were inflated intratracheally with dispase (5 U/mL; Corning, cat. nr 354235) and further digested by incubation with 3 mL dispase solution (5 U/mL) for 20 min at room temperature. Lungs were finely chopped and digested in collagenase type IV (Gibco, cat. nr 17104-019) for 30 min at 37 °C. The cell suspension was passed through 70 and 40 µm cell strainers (Greiner BIO-ONE, Easystrainer cat. nr 542070 and 542040, respectively). After washing, the cell suspension was stained with SYTOX^TM^ Red (Invitrogen^TM^ by Thermo Fisher Scientific, cat. nr S34859), and sorting of Sftpc-EGFP^+^ cells was carried out using the BD FACSMelody™ cytometer. Data were analyzed using FlowJo software.

### Alveolosphere assay

21000 sorted Sftpc-EGFP^+^ cells from the adult lungs of B6N.Cg-Tg(Sftpc,-EGFP)1Dobb/J mice and 20000 fibroblast, lipofibroblast or myofibroblasts were resuspended in 50 µl of organoid medium (DMEM + 10% FBS + 1% Pen/Streptomycin + ITS 1% (Gibco™, cat. nr 41400-045) + Heparin 0.1% (STEMCELL cat. nr 07980)) plus 50 µl of Matrigel (Corning, cat. nr 356231). For each insert, 100 µl of the mix was added on top of a 0.4 µm insert (Greiner BIO-ONE cat. nr 662641), placed in a 24-well plate and incubated for 7 min at 37 °C. After incubation, 500 µl of organoid medium was placed in the lower chamber, and the plate was placed for 14 days in 5% CO_2_ at 37 °C. The organoid medium was changed every second day. ROCK inhibitor (10 μM, Y27632 STEMCELL cat. nr 72304) was included in the organoid medium for the first 2 days of culture. The percentage of colony-forming efficiency (%CFE) was calculated as the ratio between the number of spheres observed over the initial number of AT2 cells multiplied by 100.

### LF-IPF stimulation and preparation for chromium^TM^ single-cell RNA-seq

LF-IPF (IPF#5 and IPF#6) were seeded at 300,000 cells/well in DMEM 10% FBS for 24 h. The following day, the cells were starved (0% serum) for 24 h and then treated or not for 72 h with 5 mM Metformin. Following trypsinization, cells from each condition were labelled with in-house Hashtag oligonucleotide (HTO)-coupled antibody (anti-CD90, BD Biosciences, Ref #550402) following the procedure of Stoeckius *et al.* 30 using the LYNX Rapid Streptavidin Antibody Conjugation Kit (Biorad, Ref #LNK163STR). Briefly, for each condition, 1x10^6^ cells were resuspended in PBS 2% BSA, 0.01% Tween and incubated with 10 μL Fc Blocking reagent for 10 min at 4 °C then stained with 0.5 μg of cell hashing antibody for 20 min at 4 °C. After washing with PBS, 2% BSA, 0.01% Tween, samples were counted and assessed for single cell separation and overall cell viability ( > 90%). Samples were then adjusted to the same concentration, mixed in PBS supplemented with 0.04% of bovine serum albumin at a final concentration of 100 cells/μl and pooled sample was immediately loaded onto 10X Genomics Chromium device to perform the single cell capture (3000 cells / condition for a total of 12,000 cells).

### Single-cell RNA-seq data processing

Libraries were prepared as recommended, following the Chromium Next GEM Single Cell 3' Reagent Feature Barcoding kit (10X Genomics). Libraries were then quantified, pooled and sequenced on an Illumina NextSeq 500. Alignment of reads from the single cell RNA-seq library and unique molecular identifiers (UMIs) counting were performed with 10X Genomics Cell Ranger tool (v3.0.2). Reads of HTOs used for Cell Hashing (BC1-4, see Table 2) were counted with CITE-seq-Count (v1.4.2). Counts matrices of total UMI and HTOs were integrated on a single object using Seurat R package, from which the data were processed for analysis. HTOs were demultiplexed with HTODemux in order to assign LF-IPF identity and treatment. Only cells identified as “Singlet” after both demultiplexing and passing quality control thresholds of UMI and mitochondrial content were kept. Differential expression analyses between cells from control and metformin treated LF-IPF were carried out with DESeq2 (v1.30.1). Genes considered as differentially expressed were selected according to an adjusted p_value_ threshold of 0.05, obtained with the Wald test and the Benjamini-Hochberg method for multiple tests correction implemented in DESeq2.

### Statistical analysis

Statistical analyses and graph assembly were performed using GraphPad Prism 6 (GraphPad Prism Software). Student's t-test (unpaired, two-tailed) was utilized to compare the means of two groups, while one-way ANOVA (with post hoc analysis) was used to compare the means of three or more groups. ROUT analysis was performed to assess the presence of outsiders. The corresponding figure legends indicate the number of biological samples (n) for each group. Differences in means were considered statistically significant if p < 0.05.

## Results

### Comparison of WI-38 cells with primary lung fibroblasts from idiopathic pulmonary fibrosis patients (LF-IPF)

At first, we focused on the behavior of the WI-38 cells and LF-IPF from four different patients in response to the vehicle, TGF-β1 and Metformin treatment for 96 h, which induce the fibroblast (FIB), myofibroblast (MYF) and lipofibroblast (LIF) phenotypes, respectively (Figure 1A-B). The cells arising from these treatments, called FIB, MYF1 and LIF1, were analyzed by IF and qPCR.

The cells were stained with LipidTox™ to detect the presence of lipid droplets, a hallmark of the LIFs. Upon administration, Metformin-treated WI-38 and LF-IPF cells similarly displayed lipid droplet accumulation within the cellular cytoplasm, characteristic of LIF differentiation, while in the cells treated with TGF-β1, the presence of lipid droplets was limited (Figure 1C). The typical markers of MYFs were detected in TGF-β1-treated cells as elevated ACTA2 and Myosin Heavy Chain 11 (MYH11) expression (Figure 1D-E). WI-38 and LF-IPF cells responded similarly to these treatments.

The quantification of the differentiation efficiency in WI-38 cells was carried out. For LIF differentiation following metformin treatment, we quantified the percentile of DAPI+LipidTox™+ cells over total DAPI+ cells. The induction efficiency for LIF differentiation for the metformin treatment was 95,89%. For the TGF-β1 treatment, we quantified the percentile of DAPI+ACTA2+ cells over total DAPI+ cells. The induction efficiency for the TGF-β1 treatment was 97,71% (data not shown).

Further examination of gene expression by qPCR also highlighted the remarkable similarity between LF-IPFs and WI-38 cells (Figure 1F-G). Metformin-treated WI-38 cells showed a significant increase in *Adipose Differentiation-Related Protein* (*ADRP* Aka* PLIN2*) expression (p = 0.0024 **), consistent with previous research on LF-IPF (Figure 1F) 31. Conversely, TGF-β1 treatment triggered an increase in MYF markers (*ACTA2* p = 0.0027 **, *COL1A1* p = 0.0031 **, *MYH11* p = 0.0078 **) in WI-38 cells, mirroring responses seen in primary fibroblasts (Figure 1G) 32. *Peroxisome proliferator-activated receptor gamma* (*PPARγ*) expression was also reduced upon TGF-β1 treatment, suggesting an attenuation of the LIF phenotype.

### scRNA-seq analysis of LF-IPF treated or not with Metformin

Next, we evaluated the impact of Metformin treatment on LF-IPF at the single cell level. Two additional independent LF-IPF samples (LF-IPF#5 and LF-IPF#6) were treated with vehicle or 5 mM Metformin in fetal bovine serum-free DMEM. After trypsinization, cells from each sample were labeled with a specific HTO barcoded antibody (CD90), pooled, and simultaneously sequenced using droplet based scRNA-seq (10X Genomics Chromium). Overall, we found a balanced representation for each of the four samples, with more than 2000 cells in each condition and a low percentage of doublets and negative singlets (Figure S1). UMAP integrating vehicle- and Metformin-treated LF-IPF for the 2 independent samples considered are shown in Figure 2A-B indicating that virtually all cells from the 2 distinct samples strongly responded to Metformin. Upon Metformin treatment, the expression of *Collagen Type I Alpha 1 Chain (COL1A1)* is drastically decreased and the expression of *PLIN2* is increased. The Metformin response was highly similar for the two samples indicating that *GDF-15 (Growth Differentiation Factor 15), CSF2 (Colony Stimulating Factor 2)* and *PLIN2* are among the genes positively regulated (Figure 2C-D), with also a strong conservation of a large subset of significantly upregulated genes when compared to WI-38 stimulated cells (Figure S2). Overall, the global signature of Metformin in LF-IPF was strongly associated with a reduction of extracellular matrix organization and a positive regulation of the inflammatory response, cellular response to lipids and endoplasmic reticulum stress (Figure 2E-F).

Given the previous observation that the LF-IPF samples were heterogenous in terms of MYF and LIF markers, we carried out a fine clustering of the two LF-IPF samples in control conditions. Figure 3A shows the UMAP for the two independent vehicle-treated LF-IPF. Corresponding expression of the *COL1A1* and *PLIN2* on the UMAP suggests the simultaneous presence of MYF and LIF subpopulations in LF-IPF samples. Interestingly, in vehicle-treated LF-IPF#5, we also detected an intermediate cluster (Figure 3A), which is present and named as Fibroblast in the *Haberman dataset* (Figure 5A).

The analysis of the differentially expressed genes in LIF vs MYF subclusters in the two LF-IPF vehicle-treated samples indicated a strong correlation between these subpopulations within the two samples (Figure 3B-C) and revealed, in addition to *PLIN2* the presence of *GDF15* as well as several metallothioneins (*MT1A, MT1E, MT1G, MT1X, MT2A*) in the LIF subpopulation (cluster 2) while genes coding for several collagens (*COL1A1, COL1A2, COL3A1, COL5A2, COL6A3*) were enriched in the MYF population (cluster 0) (Figure 3C). Functional annotation of the 2 clusters confirmed the relevance of these 2 clusters with LIF and MYF, respectively (Figure 3D-E).

Finally, Figure S2 shows a 67 gene signature corresponding to the common genes upregulated by Metformin in both WI-38 cells and LF-IPF and found elevated in the LIF subpopulation (cluster 2) identified in basal LF-IPF.

### Transcriptome profiling and comparative analysis

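Bulk RNA-Seq measured polyadenylated RNA of WI-38 cells after 96 h (4 days) of vehicle (FIB, 3 libraries), 5 mM metformin (LIF1, 3 libraries) or 2 ng/ml TGF-β1 (MYF1, 2 libraries). Library totals were 25970093 to 34370651 counts in FIB (median 33670874), 26722858 to 32963480 in LIF1 (median 28064186), and 27052614 and 33358351 in MYF1. The authors ran the nf-core RNA-seq pipeline, version 3.7, under Nextflow 23.04.03 on the hg38 genome and tested genes with DESeq2. Their deposited table holds whole-number counts for 26475 gene symbols, 7405 of them at 0 in all 8 libraries. From these counts, 14413 genes passed edgeR's filter on low counts, and the 3 groups were compared in 1 fit with TMM normalization. A gene is called changed where edgeR's quasi-likelihood F-test gave an adjusted p (Benjamini-Hochberg) under 0.05, and ± gives the standard error of a log2 fold change. In simulated data of the same sizes, this fit called 30% of genes changed 2-fold and 76% of genes changed 4-fold between FIB and LIF1, and 16% and 80% between FIB and MYF1. The simulation changed 100 genes at each size, fewer than the 6203 called in LIF1, so these shares need not hold where many genes change. The paper gives n = 3 or n = 2 "independent comparison" and calls n the number of biological samples, without saying whether the libraries of a group came from separate cultures, so the p-values measure the spread between these samples. FIB and LIF1 libraries of the same number deviated together from their group means (r across genes 0.378 to 0.499), and a fit with the number as a block is named where it changes a call or a count. The libraries were made with a directional kit and the pipeline was run with standard parameters, but the counting's strand setting is not named in the sources used here, so counts of antisense genes and near-identical copies are uncertain. Genomic positions are those of GENCODE 44 on hg38.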

To test whether the treated- and non-treated WI-38 cells could be separated by their transcriptional changes, principal component analysis (PCA) was applied to the transcriptome profiles of the total genes obtained by bulk RNA-Seq. PCA revealed clear segregation between these three groups, with Metformin-treated cells exhibiting the most dramatic gene expression changes. Additionally, the first two principal components (PC1 and PC2) can separate the three groups, which explains variations among the samples of 60% and 23%, respectively (Figure 4A-B).

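Metformin changed 6203 of 14413 genes in LIF1 against FIB (3259 higher, 2944 lower), and TGF-β1 changed 361 in MYF1 against FIB, 169 of them lower. In LIF1, NR1D1, a repressor of the circadian clock, rose with a log2 fold change ± standard error of 6.16 ± 0.30 (adjusted p = 4.89e-05). PIK3R3, a regulatory subunit of PI3K, fell with -4.58 ± 0.29 (adjusted p = 5.81e-05), and RASL11B, a small GTPase of the RAS family, with -6.00 ± 0.64 (adjusted p = 0.000269). In MYF1, COL8A2, a chain of type VIII collagen, rose with 3.74 ± 0.23 (adjusted p = 0.00221), and PLAT, the tissue plasminogen activator, fell with -2.52 ± 0.26 (adjusted p = 0.00629). Over the variance-stabilized values of all genes tested, FIB and LIF1 libraries lay 117 apart on average and FIB and MYF1 libraries 86.3, against 54.9 within FIB, 68.0 within LIF1 and 60.1 within MYF1. The 361 genes changed by TGF-β1 numbered 37 to 151 without FIB replicate 1 or 3 or MYF1 replicate 1 or 2 and 575 to 1406 without LIF1 replicate 2 or with DESeq2, the replicate block or all 12 libraries. RASL11B in LIF1 against FIB had -5.36 without FIB replicate 2 and -6.70 without LIF1 replicate 2 on the log2 scale.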

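On PC1, the 3 LIF1 libraries had scores of 60.8 to 67.6, apart from FIB at -40.3 to -30.8 and MYF1 at -48.3 and -43.4. On PC2, FIB had scores of 8.76 to 48.5 and MYF1 of -43.2 and -36.6, while the LIF1 libraries spread from -29.7 to 18.2 and overlapped FIB. PC1 held 55.9% of the variance, PC2 21.4% and PC3 10.0%, from 14413 genes after DESeq2's variance-stabilizing transformation.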

Subsequent comparison of Metformin-treated WI-38 cells with previously published data on Metformin-treated LF-IPF showed significant overlap 31. The derived Heatmap of the top 100 genes revealed the high similarity of the Metformin treated-WI-38 cells with Metformin treated-LF-IPF (Figure 4C, Figure S3). In agreement with the previous result, the comparison between LF-IPF versus WI-38 cells treated with TGF-β1 showed a similar expression pattern in the heatmap (Figure 4D, Figure S3).

We also identified the genes simultaneously upregulated by TGF-β1 and downregulated by Metformin (Figure 4E) and selected the top 35 differentially expressed genes based on the absolute gene expression. 

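Of the genes higher in MYF1 than in FIB, 31 were lower in LIF1 than in FIB, each called by edgeR's test. COL1A1, a chain of type I collagen, had the largest loss in LIF1, with a mean of 16549 CPM (counts scaled to equal library size) in FIB and 1143 in LIF1. SPARC, a matrix glycoprotein, followed, and COL5A1, COL8A1, ITGBL1 and PSAT1, an enzyme of serine synthesis, were among the 10 leading genes. Treatments that acted on independent sets of genes would give 39.2 such genes by number, and 49 genes rose in both groups where 43.4 would by number. Both comparisons share the FIB libraries, and in simulated data without changes their log2 fold changes had a correlation across genes of 0.444 and a covariance of 0.0856, against 0.192 and 0.210 in the data. The simulated libraries were drawn without the pairing of FIB and LIF1. The 31 genes numbered 1 to 15 without FIB replicate 1 or 3, LIF1 replicate 1 or MYF1 replicate 1 or 2 and 91 to 111 with DESeq2, the replicate block or all 12 libraries.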

We propose that these genes are tightly associated with MYF differentiation. Among them, we found well-recognized fibrosis-associated genes such as *COL1A1* and *COL1A2* as well as *Thrombospondin1* (*THBS1*) 33,34 and *Latent Transforming growth factor β binding protein 2* (*LTBP2*) 35, which are encoding for known regulators of latent TGF-β1 activation and critical players in fibrosis. In addition, we identified *Secreted protein acidic and rich in cysteine* (*SPARC*) 36, encoding a glycoprotein involved in fibrosis, as well as *Follistatin-like 1* (*FSTL1*) 37,38, encoding a glycoprotein sequestering inhibitory ligands of TGF-β, and *Serpin H1* (aka *Hsp47*) 39, encoding a collagen specific molecular chaperone associated with increased collagen accumulation. 

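Of 22 genes of fibrillar and network collagens, 10 fell and 12 did not pass in LIF1 (10 fell adjusted over the list alone). COL3A1, the chain of type III collagen, fell in LIF1 with a log2 fold change ± standard error of -4.15 ± 0.44 (adjusted p = 0.000256), and COL24A1, a fibrillar collagen, with -2.37 ± 0.29 (adjusted p = 0.000511). In MYF1, 4 rose, 2 fell and 16 did not pass (9 rose and 2 fell adjusted over the list alone). Of 29 contractile and smooth muscle genes, 5 rose and 24 did not pass in MYF1 (10 rose adjusted over the list alone), with PPP1R14A, an inhibitor of myosin phosphatase, at 3.00 ± 0.29 (adjusted p = 0.00570). 5 rose and 24 did not pass in LIF1 (2 rose adjusted over the list alone), with TGFB1I1, a focal adhesion protein, at 1.31 ± 0.23 (adjusted p = 0.00247). From the genes raised by TGF-β1 and lowered by metformin (Figure 4E), the paper proposes a tight association with MYF differentiation. Collagen genes that fell in LIF1 numbered 16 with the block on FIB and LIF1 alone. In MYF1, collagen genes that rose numbered 1 to 2 without FIB replicate 1 or 3, LIF1 replicate 1 or MYF1 replicate 2 or with only the compared groups and 7 to 9 with DESeq2, the replicate block or all 12 libraries, and those that fell 0 to 1 without FIB replicate 1 or 3, LIF1 replicate 1 or MYF1 replicate 1 or 2. Contractile genes that rose numbered 2 to 3 without FIB replicate 1 or MYF1 replicate 2 and 9 to 12 with DESeq2 or all 12 libraries in MYF1. In LIF1 they numbered 2 to 3 without FIB replicate 1 or 2 or LIF1 replicate 1 or 2 and 8 to 10 without MYF1 replicate 1 or with DESeq2, the replicate block, only the compared groups, all 12 libraries or the block on FIB and LIF1 alone.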

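COL1A1 fell in LIF1 with a log2 fold change ± standard error of -3.85 ± 0.30 (adjusted p = 8.41e-05) and rose in MYF1 with 1.62 ± 0.30 (adjusted p = 0.0323) by edgeR's test. In MYF1 it reached a mean of 50578 (SD 16720.2) CPM in 2 libraries. COL1A2, the other chain of type I collagen, fell in LIF1 with -3.51 ± 0.25 (adjusted p = 7.13e-05) and had 0.80 ± 0.25 (adjusted p = 0.135) in MYF1. THBS1, an activator of latent TGF-β1, fell in LIF1 with -1.22 ± 0.35 (adjusted p = 0.0225) and had 0.98 ± 0.38 (adjusted p = 0.205) in MYF1. LTBP2, a matrix protein of the latent TGF-β binding family, fell in LIF1 with -1.11 ± 0.33 (adjusted p = 0.0245) and had 1.57 ± 0.36 (adjusted p = 0.0605) in MYF1. COL1A1 lies on chromosome 17, 50184101 to 50201632, COL1A2 on chromosome 7, 94394895 to 94431227, THBS1 on chromosome 15, 39581079 to 39599466, and LTBP2 on chromosome 14, 74498183 to 74612378. COL1A1 in MYF1 lost its call without FIB replicate 1 or 3, LIF1 replicate 1 or MYF1 replicate 2 or with only the compared groups (adjusted p = 0.0652 to 0.166, and 8.63e-08 to 0.166 over all settings), THBS1 in LIF1 without FIB replicate 2 or LIF1 replicate 1 or 2 (adjusted p = 0.0615 to 0.0824, and 0.000947 to 0.0824 over all settings) and LTBP2 in LIF1 without FIB replicate 2 or LIF1 replicate 1, 2 or 3 (adjusted p = 0.0525 to 0.0678, and 0.00194 to 0.0678 over all settings). COL1A2 in MYF1 passed the test with DESeq2 (adjusted p = 0.00411, and 0.00411 to 0.463 over all settings) and LTBP2 in MYF1 without FIB replicate 2 or with DESeq2, the replicate block or all 12 libraries (adjusted p = 0.000524 to 0.0323, and 0.000524 to 0.218 over all settings).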

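SPARC fell in LIF1 with a log2 fold change ± standard error of -1.53 ± 0.25 (adjusted p = 0.00187) and rose in MYF1 (adjusted p = 0.0108) by edgeR's test. Its mean level was 2093 (SD 432) CPM in 3 FIB libraries, 723 (SD 129) in 3 LIF1 libraries and 9522 (SD 2321) in 2 MYF1 libraries. SERPINH1, the collagen chaperone, fell in LIF1 with -1.39 ± 0.24 (adjusted p = 0.00243) and had 0.98 ± 0.26 (adjusted p = 0.0913) in MYF1. FSTL1, a secreted glycoprotein, fell in LIF1 with -1.02 ± 0.28 (adjusted p = 0.0178) and had 0.95 ± 0.30 (adjusted p = 0.136) in MYF1. SPARC lies on chromosome 5, 151661096 to 151686975, SERPINH1 on chromosome 11, 75562056 to 75572783, and FSTL1 on chromosome 3, 120392293 to 120451016. SPARC in MYF1 lost its call without FIB replicate 1 or MYF1 replicate 2 (adjusted p = 0.0502 to 0.0735, and 4.56e-14 to 0.0735 over all settings) and FSTL1 in LIF1 without FIB replicate 2 or LIF1 replicate 1 (adjusted p = 0.0602 to 0.0624, and 0.000851 to 0.0624 over all settings). SERPINH1 in MYF1 passed the test with DESeq2 or all 12 libraries (adjusted p = 0.00691 to 0.0312, and 0.00691 to 0.407 over all settings) and FSTL1 in MYF1 with DESeq2 or the replicate block (adjusted p = 0.0284 to 0.0420, and 0.0284 to 0.499 over all settings).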

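MGAT5, an enzyme that branches N-glycans, fell in LIF1 against FIB with a log2 fold change ± standard error of -1.79 ± 0.38 (adjusted p = 0.00586) and had 0.37 ± 0.41 (adjusted p = 0.654) in MYF1. LOXL2, a crosslinking enzyme of collagen, fell in LIF1 with -1.79 ± 0.33 (adjusted p = 0.00318) and had 1.30 ± 0.35 (adjusted p = 0.0937) in MYF1. PXDN, a peroxidase of basement membranes, fell in LIF1 with -1.09 ± 0.28 (adjusted p = 0.0145) and had 0.83 ± 0.31 (adjusted p = 0.187) in MYF1. HSPG2, the proteoglycan perlecan, fell in LIF1 with -1.41 ± 0.49 (adjusted p = 0.0467) and had 0.68 ± 0.53 (adjusted p = 0.512) in MYF1. GAS6, a ligand of the TAM receptors, had -0.43 ± 0.51 (adjusted p = 0.525) in LIF1 and 0.42 ± 0.56 (adjusted p = 0.714) in MYF1. Of the 13 MYF genes that the study names, by edgeR's test 12 fell in LIF1 and 2 rose in MYF1 (12 and 9 adjusted over the list alone), and as the study chose them on these samples, these counts are not independent evidence. PXDN lies on chromosome 2, 1631887 to 1744852, GAS6 on chromosome 13, 113820549 to 113864076, HSPG2 on chromosome 1, 21822244 to 21937310, MGAT5 on chromosome 2, 134119983 to 134454621, and LOXL2 on chromosome 8, 23296897 to 23425328. The number that fell in LIF1 was 7 without FIB replicate 2 or LIF1 replicate 1, and the number that rose in MYF1 was 0 to 1 without FIB replicate 1 or 3, LIF1 replicate 1 or MYF1 replicate 2 or with only the compared groups and 5 to 7 with DESeq2, the replicate block or all 12 libraries. HSPG2 in LIF1 lost its call without FIB replicate 1 or 2 or LIF1 replicate 1 or 3 (adjusted p = 0.0607 to 0.158, and 0.000647 to 0.158 over all settings). LOXL2 in MYF1 passed the test with DESeq2, the replicate block or all 12 libraries (adjusted p = 0.00799 to 0.0425, and 0.00799 to 0.442 over all settings).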

Less known genes involved in fibrosis found in this list are *Peroxidasin* (*PXDN*) 40, *Growth arrest specific gene 6* (*GAS6*) 41,42, *heparan sulfate proteoglycan* (*HSPG2* aka *Perlecan*) 43, *Alpha-1, 6-Mannosylglycopotein 6-Beta-N-Acetylglucosaminyltransferase* (*MGAT5*) 44 as well as *Lysyl oxidase-like 2* (*LOXL2*) 45,46, encoding an enzyme triggering the network of collagen fibers of the ECM, and *Limb-Bud and Heart* (*LBH*) 47.

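Of the 169 genes lower in MYF1 than in FIB, 18 were higher in LIF1 than in FIB, each called by edgeR's test. ADM, a vasodilator peptide, gained the most CPM in LIF1, with a mean of 310.5 CPM in FIB, 683 in LIF1 and 77.1 in MYF1. KLF11, a transcription factor, followed with 20.7, 232 and 5.98 CPM. Other members were DUSP10, a phosphatase of MAP kinases, TGFBR3, a coreceptor of TGF-β, and PPARG, the regulator of fat cell differentiation, at place 14. Independent sets of genes would share 38.2 by number, and 50 genes fell in both groups where 34.5 would by number. The 18 genes numbered 2 to 11 without FIB replicate 1 or 3 or MYF1 replicate 1 or 2 and 43 to 86 without LIF1 replicate 2 or with DESeq2, the replicate block or all 12 libraries.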

Next, we focused on the genes simultaneously downregulated by TGF-β1 and upregulated by Metformin (Figure 4F) and selected the top 35 differentially expressed genes based on the absolute gene expression. We propose that these genes are tightly associated with LIF differentiation. 

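Of 25 lipofibroblast and adipogenic regulators, 9 rose, 4 fell and 12 did not pass in LIF1 (9 rose and 4 fell adjusted over the list alone) by edgeR's test. KLF5 rose with a log2 fold change ± standard error of 4.35 ± 0.33 (adjusted p = 8.06e-05) and CEBPB with 3.40 ± 0.23 (adjusted p = 6.24e-05), both transcription factors of fat cell differentiation. PDGFRA, a growth factor receptor of mesenchymal cells, fell with -2.46 ± 0.24 (adjusted p = 0.000179). PPARG rose in LIF1 with 0.89 ± 0.21 (adjusted p = 0.0102) and fell in MYF1 with -3.02 ± 0.28 (adjusted p = 0.00455), from a mean of 20.1 (SD 4.29) CPM in FIB to 37.2 (SD 6.02) in LIF1 and 2.45 (SD 0.620) in MYF1, where 24 other regulators did not pass. Of 29 lipid droplet genes, 8 rose, 4 fell and 17 did not pass in LIF1 (8 rose and 4 fell adjusted over the list alone), with PLIN4, a coat protein, at 2.11 ± 0.54 (adjusted p = 0.0134) and FITM2, which acts in droplet formation, at -1.38 ± 0.24 (adjusted p = 0.00227). PPARG lies on chromosome 3, 12287368 to 12434356. Regulators that fell in MYF1 numbered 2 to 5 without FIB replicate 2 or LIF1 replicate 3 or with DESeq2, the replicate block or all 12 libraries. Droplet genes that rose in LIF1 numbered 4 to 5 without FIB replicate 2 or LIF1 replicate 1 and 14 with the block on FIB and LIF1 alone, and those that fell numbered 1 to 2 without FIB replicate 1 or 2 or MYF1 replicate 1 or 2 or with only the compared groups. PLIN4 in LIF1 against FIB had 2.85 without FIB replicate 3 on the log2 scale.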

First on this list was *Vimentin* (*VIM*), a gene associated with fibrosis 48. However, Vim-AS1 was also concomitantly expressed, resulting likely in a low level of Vimentin expression in LIFs. Additionally, we found *Rho family GTPase 3* (*RND3*), encoding a primary antagonist of RhoA activity, which promotes fibrosis 49.

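VIM, an intermediate filament of mesenchymal cells, rose in LIF1 with a log2 fold change ± standard error of 0.91 ± 0.23 (adjusted p = 0.0134) by edgeR's test, from a mean of 3352 (SD 519) CPM in 3 FIB libraries to 6285 (SD 1235) in 3 LIF1 libraries. In the 2 MYF1 libraries VIM stood at 3169 (SD 493) CPM, with -0.07 ± 0.26 (adjusted p = 0.906) against FIB. Of the 5 LIF genes that the study names, 4 rose in LIF1 (4 adjusted over the list alone), and as the study chose them on these samples, the count is not independent evidence. VIM lies on chromosome 10, 17228241 to 17237593. Without LIF1 replicate 1, 2 of the 5 rose. VIM in LIF1 lost its call without FIB replicate 3 or LIF1 replicate 1 (adjusted p = 0.0518 to 0.0524, and 6.82e-05 to 0.0524 over all settings).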

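VIM-AS1, on the strand opposite to VIM, had a log2 fold change ± standard error of -0.85 ± 0.49 (adjusted p = 0.196) in LIF1 and 0.42 ± 0.52 (adjusted p = 0.692) in MYF1 against FIB, by edgeR's test on 3 FIB, 3 LIF1 and 2 MYF1 libraries. Its mean level was 0.690 (SD 0.112) CPM in FIB, 0.383 (SD 0.206) in LIF1 and 0.920 (SD 0.244) in MYF1. VIM-AS1 lies on chromosome 10, 17214239 to 17230018, where it overlaps VIM, so its counts are uncertain where the strand setting is not named. In the second table it had 146 and 158 counts in MYF2 and 239 and 282 in LIF2.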

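RND3, the antagonist of RhoA, rose in LIF1 with a log2 fold change ± standard error of 2.29 ± 0.21 (adjusted p = 0.000144) by edgeR's test, from a mean of 556 (SD 70.7) CPM in 3 FIB libraries to 2700.5 (SD 539) in 3 LIF1 libraries. In the 2 MYF1 libraries RND3 stood at 481 (SD 28.5) CPM, with -0.20 ± 0.22 (adjusted p = 0.662) against FIB. RND3 lies on chromosome 2, 150468195 to 150539011.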

Interestingly, Nintedanib and Pirfenidone upregulate *RND3* expression, suggesting that these 2 drugs act via the inhibition of RhoA activity. We also found *Ferritin Heavy Chain 1* (*FTH1*) 50, which plays a role in iron absorption and transportation and participates in the formation of stored iron. 

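FTH1, the heavy chain of the iron store ferritin, rose in LIF1 with a log2 fold change ± standard error of 0.89 ± 0.22 (adjusted p = 0.0132), from a mean of 2146 (SD 178) CPM in 3 FIB libraries to 3961 (SD 904) in 3 LIF1 libraries. In 2 MYF1 libraries it stood at 1934 (SD 382), with -0.14 ± 0.25 (adjusted p = 0.798), while FTL, the light chain, rose in LIF1 with 1.10 ± 0.26 (adjusted p = 0.00995). Of 25 NRF2 and redox genes, 6 rose, 1 fell and 18 did not pass in LIF1 (6 rose and 1 fell adjusted over the list alone) by edgeR's test. TKT, an enzyme of the pentose phosphate pathway, rose with 1.35 ± 0.29 (adjusted p = 0.00638), and GCLM, a subunit of the enzyme that starts glutathione synthesis, fell with -1.70 ± 0.26 (adjusted p = 0.00130). FTH1 lies on chromosome 11, 61959718 to 61967634. NRF2 and redox genes that fell numbered 2 to 5 without FIB replicate 3 or LIF1 replicate 1 or 3 or with DESeq2, the stricter filter, the replicate block, all 12 libraries or the block on FIB and LIF1 alone. FTH1 in LIF1 lost its call without LIF1 replicate 1 (adjusted p = 0.0512, and 8.90e-05 to 0.0512 over all settings).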

When *FTH1* decreases, the production of stored iron decreases, which leads to the accumulation of intracellular Fe2+, inducing ferroptosis, a cell death mediated by iron-dependent lipid peroxidation. Finally, the presence of *Cathepsin K* (*CTSK*) in this list of LIF genes is consistent with the anti-fibrotic nature of the LIFs, as a high level of *CTSK* is associated with decreased collagen deposition and lung resistance following bleomycin treatment 51.

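CTSK, a protease that degrades collagen, rose in LIF1 with a log2 fold change ± standard error of 1.63 ± 0.32 (adjusted p = 0.00454) by edgeR's test, from a mean of 138 (SD 30.5) CPM in 3 FIB libraries to 423 (SD 112) in 3 LIF1 libraries. In the 2 MYF1 libraries CTSK stood at 93.8 (SD 46.0) CPM, with -0.54 ± 0.36 (adjusted p = 0.437) against FIB. CTSK lies on chromosome 1, 150794880 to 150809577.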

### Comparative analysis with human scRNA-seq samples

We provided supporting data for using the WI-38 cell line as an alternative model to the LF-IPFs to study LIF and MYF differentiation. To better characterize our model, we extrapolated the LIF and MYF signature obtained from the Habermann scRNA-seq dataset previously published, where 5 Donors and 20 IPF lungs were analyzed (Figure 5A). The expression of the top expressed genes between *PLIN2*+ fibroblasts and Fibroblasts allows to identify 31 genes enriched in *PLIN2+* fibroblasts, including *PLIN2*, *C-X-C Motif Chemokine Ligand 2* (*CXCL2*), *MYC Proto-Oncogene (MYC)* and *G Protein-Coupled Receptor Class C Group 5 Member A* (*GPRC5A*) (Figure 5B). The expression of these selected genes representing the LIF signature was then investigated in the Metformin vs. Vehicle bulk RNA-seq data (n = 3 independent comparison) from WI-38 cells (Figure 5C). Our results indicated a remarkable upregulation of the LIF signature upon Metformin treatment. 

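PLIN2, the coat protein of lipid droplets, rose in LIF1 with a log2 fold change ± standard error of 3.67 ± 0.43 (adjusted p = 0.000408), from a mean of 63.7 (SD 20.3) CPM in 3 FIB libraries to 808 (SD 380.1) in 3 LIF1 libraries. MYC, a transcription factor of growth, rose with 3.13 ± 0.32 (adjusted p = 0.000219) and GPRC5A, an orphan receptor, with 3.22 ± 0.44 (adjusted p = 0.000782). CXCL2, a chemokine, had 2 to 12 counts per library in FIB and 45 to 117 in LIF1 (adjusted p = 0.00649), a ratio of CPM of 14.9 with a 95% interval of 9.09 to 26.0 for counting error alone, without the spread between libraries. This ratio used library totals without TMM. With KLF4 and NR4A1, 6 of the 6 LIF signature genes that the study names rose in LIF1 by edgeR's test (6 adjusted over the list alone), and the study picked these 2 also on these samples. In the 2 MYF1 libraries, PLIN2 had -1.21 ± 0.46 (adjusted p = 0.192), MYC -0.33 ± 0.34 (adjusted p = 0.622) and GPRC5A -1.11 ± 0.48 (adjusted p = 0.249) against FIB, and CXCL2 was at 0 counts. PLIN2 lies on chromosome 9, 19108375 to 19149290, MYC on chromosome 8, 127735434 to 127742951, GPRC5A on chromosome 12, 12891559 to 12917937, and CXCL2 on chromosome 4, 74097040 to 74099196. CXCL2 in LIF1 against FIB had 5.32 without FIB replicate 3 on the log2 scale.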

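Of 41 genes of the amino acid response and integrated stress response, 15 rose, 7 fell and 19 did not pass in LIF1 (16 rose and 7 fell adjusted over the list alone). GDF15, a stress cytokine, rose with a log2 fold change ± standard error of 5.73 ± 0.46 (adjusted p = 9.15e-05) and PPP1R15A, a subunit of the phosphatase of eIF2α, with 4.55 ± 0.34 (adjusted p = 7.73e-05), while CHAC1, which degrades glutathione, fell with -2.27 ± 0.38 (adjusted p = 0.00213). Of 26 p53 targets, 14 rose and 12 did not pass (14 rose adjusted over the list alone), with GADD45A, a DNA damage response gene, at 3.07 ± 0.23 (adjusted p = 7.73e-05). Of 34 lysosome and autophagy genes, 18 rose and 16 did not pass (18 rose and 1 fell adjusted over the list alone), with FLCN, a regulator of lysosomal mTORC1 signalling, at 3.24 ± 0.19 (adjusted p = 4.91e-05). Of 20 heat shock chaperones, 12 rose and 8 did not pass (14 rose adjusted over the list alone), with HSPH1, a partner of HSP70, at 2.12 ± 0.29 (adjusted p = 0.000748). Over all genes tested by edgeR, 1671 were higher and 1794 lower in LIF1 with an absolute log2 fold change of at least 1. Stress response genes that fell numbered 4 without FIB replicate 2 or LIF1 replicate 1 or 3, and heat shock chaperones that rose numbered 6 to 7 without FIB replicate 1 or 3 or LIF1 replicate 1 or 2.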

The Volcano plot shows the upregulated and downregulated genes in WI-38 cells treated with Metformin using an extended LIF signature containing the top 111 genes expressed (Figure 5D). The GSEA plot for the LIFs indicates a high correlation (p = 0.0002289) in the enrichment of the genes identified in the Habermann dataset (*PLIN2*+ fibroblasts vs Fibroblasts) and WI-38 cells treated with metformin (Figure 5E).

In Figure 4 and 5, we identified and prioritize based on their level of expression, MYF genes (genes simultaneously upregulated with TGF-β1-treated WI-38 cells and in Myofibroblasts from the Habermann dataset) as well as LIF genes (genes simultaneously upregulated with Metformin-treated WI-38 cells and in *PLIN2+* fibroblasts from Habermann dataset). Within these two lists, we identified the transcription factors potentially involved in differentiation (either positively or negatively) and/or maintenance of the MYF or LIF.

Among the transcription factors playing a potential role in the differentiation and/or maintenance of the LIF, we found *Krüppel-like factor 4* (*KLF4*) and *Nuclear Receptor Subfamily 4 Group A Member 1 (NR4A1)*. 

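NR4A1, an orphan nuclear receptor induced by many stimuli, rose in LIF1 with a log2 fold change ± standard error of 1.86 ± 0.48 (adjusted p = 0.0141), from a mean of 13.6 (SD 7.13) CPM in 3 FIB libraries to 49.1 (SD 22.5) in 3 LIF1 libraries. KLF4, a zinc finger transcription factor, rose with 2.14 ± 0.64 (adjusted p = 0.0264) by edgeR's test, from 14.3 (SD 12.2) CPM to 62.8 (SD 30.2). In MYF1 against FIB, NR4A1 had -0.26 ± 0.53 (adjusted p = 0.819) and KLF4 -0.67 ± 0.71 (adjusted p = 0.635). KLF4 in LIF1 lost its call without FIB replicate 1 or LIF1 replicate 1 or 3 (adjusted p = 0.0627 to 0.0888, and 0.000437 to 0.0888 over all settings). KLF4 lies on chromosome 9, 107484852 to 107490482, and NR4A1 on chromosome 12, 52022832 to 52059507. KLF4 in LIF1 against FIB had 3.08 without FIB replicate 3 on the log2 scale.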

KLF4 is a transcription factor highly increased in *PLIN2*+ fibroblasts compared to fibroblasts (Habermann dataset). Deletion of *Klf4* in ACTA2+ myofibroblasts in adult mice before bleomycin administration leads to increased levels of collagens, α-SMA, COL1, FN1 and proliferation and accumulation of myofibroblast 14 days after bleomycin administration 52. Ubiquitous overexpression in transgenic mice of *Klf4* inhibited bleomycin-induced fibrosis formation and the accumulation of collagen fibers 53. Furthermore, overexpression of *KLF4* in MRC-5 fibroblasts pre-treated with TGF-β1 reverses their myofibroblasts phenotype (decreased expression of α-SMA and COL1A2) 54. These studies therefore support a key role for KLF4 in the negative control of MYF differentiation and maintenance. Based on the fact that KLF4 was identified as a LIF gene, we propose that KLF4 is instrumental in MYF to LIF differentiation (which will be the topic of future studies using WI-38 cells as in Figure 7).

Our preliminary results validate our silencing strategy for *KLF4* (data not shown). A trend in the decrease of *ADRP* is observed upon silencing of *KLF4* in vehicle-treated WI-38 cells. Further studies in the context of metformin treatment will be needed to confirm the role of KLF4 in the maintenance of the LIF phenotype.

We also found that the transcription factor NR4A1 was increased in *PLIN2*+ fibroblasts. A model of skin fibrosis induced by overexpressing a constitutively active form of the TGF-β receptor I was carried out. Activation of TGF-β1 signaling in the context of *Nr4a1^-/-^* mice led to a massive deposition of collagen and increased presence of myofibroblasts. In the context of a lung fibrosis model induced by bleomycin, *Nr4a1^-/-^* mice displayed increased expression of *Col1a1*, *Col1a2* together with increased hydroxyproline content in the lung 55.

Therefore, both KLF4 and NR4A1 identified in our list as LIF genes are good candidates to prevent MYF differentiation (negative regulators). Therefore, KLF4 and NR4A1 may be important for the FIB to LIF differentiation (as in Figure 1).

The pathways involved in LIFs were related to the immune system, degradation of the extracellular matrix, collagen biosynthesis and modifying enzymes and others (Figure S4A).

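Of 22 matrix metalloproteinase and plasminogen system genes, 2 rose, 4 fell and 16 did not pass in LIF1 against FIB (1 rose and 4 fell adjusted over the list alone). MMP14, a membrane-bound collagenase, rose with a log2 fold change ± standard error of 1.29 ± 0.20 (adjusted p = 0.00128), while ADAMTS5, an aggrecanase, fell with -1.88 ± 0.37 (adjusted p = 0.00416). Of 29 genes of collagen folding, processing and crosslinking, 1 rose, 9 fell and 19 did not pass (1 rose and 9 fell adjusted over the list alone), with P3H1, a prolyl hydroxylase of collagen, at -3.13 ± 0.28 (adjusted p = 0.000130). Of 46 matrix glycoproteins and matricellular proteins, 2 rose, 13 fell and 31 did not pass (2 rose and 11 fell adjusted over the list alone), with WISP1, a WNT target, at -3.96 ± 0.43 (adjusted p = 0.000292) and CYR61, a ligand of integrins, at 2.60 ± 0.28 (adjusted p = 0.000295). The calls are from edgeR, and the lists differ from the pathway sets of the study. Metalloproteinase genes that rose numbered 1 without FIB replicate 1 or 3 or LIF1 replicate 1, and collagen processing genes that fell numbered 15 with the block on FIB and LIF1 alone and those that rose 2 without LIF1 replicate 3 or with all 12 libraries or the block on FIB and LIF1 alone. Glycoprotein genes that fell numbered 4 to 8 without FIB replicate 2 or LIF1 replicate 1 or 2 and 23 with the block on FIB and LIF1 alone, and those that rose 1 without FIB replicate 1 or LIF1 replicate 1.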

On another side, the expression of the top expressed genes between MYFs and FIBs allows us to identify 47 genes enriched in MYFs, including *Cartilage Oligomeric Matrix Protein* (*COMP), Carboxylesterase 1 (CES1), ACTA2, Integrin Subunit Beta Like 1 (ITGBL1), COL1A1*, and *Collagen Triple Helix Repeat Containing 1 (CTHRC1)* (Figure 5F). The expression of these selected genes representing the MYF signature was then investigated in the TGF-β1 vs. Vehicle bulk RNA-Seq data (n = 2 independent comparison) from WI-38 cells (Figure 5G). 

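COMP, a glycoprotein of cartilage matrix, rose in MYF1 against FIB with a log2 fold change ± standard error of 10.42 ± 1.34 (adjusted p = 0.0123), from 5 to 19 counts per library in FIB to 17273 and 6044 in MYF1. ACTA2, the smooth muscle actin of myofibroblasts, rose with 2.68 ± 0.36 (adjusted p = 0.0134), from a mean of 473 (SD 137) CPM to 3002 (SD 1566), and had 0.14 ± 0.32 (adjusted p = 0.756) in LIF1. ITGBL1, an integrin-like protein, rose in MYF1 with 3.00 ± 0.43 (adjusted p = 0.0148). CES1, a carboxylesterase, had 3.67 ± 0.87 (adjusted p = 0.0671), and CTHRC1, a secreted protein of collagen-producing fibroblasts, 0.91 ± 0.39 (adjusted p = 0.244). With COL1A1, 4 of the 7 MYF signature genes that the study names rose in MYF1 by edgeR's test (5 adjusted over the list alone), and the number was 0 to 2 without FIB replicate 1 or MYF1 replicate 2. LBH, which the study picked also on these samples, is 1 of the 7 and did not pass in MYF1 (adjusted p = 0.323). ACTA2 lies on chromosome 10, 88935074 to 88991339, COMP on chromosome 19, 18782773 to 18791305, ITGBL1 on chromosome 13, 101452593 to 101720856, CES1 on chromosome 16, 55802851 to 55833337, and CTHRC1 on chromosome 8, 103371538 to 103382989. COMP in MYF1 lost its call without FIB replicate 1 (adjusted p = 0.0755, and 2.12e-11 to 0.0755 over all settings), ACTA2 in MYF1 without FIB replicate 1 (adjusted p = 0.0547, and 2.90e-11 to 0.0547 over all settings) and ITGBL1 in MYF1 without FIB replicate 1 or MYF1 replicate 2 (adjusted p = 0.0769 to 0.0806, and 6.29e-10 to 0.0806 over all settings). CES1 in MYF1 passed the test without LIF1 replicate 3, without the filter on low counts or with DESeq2, the replicate block or all 12 libraries (adjusted p = 0.000794 to 0.0498, and 0.000794 to 0.347 over all settings) and CTHRC1 in MYF1 without FIB replicate 2 (adjusted p = 0.0261, and 0.0261 to 0.564 over all settings). ACTA2 in MYF1 against FIB had 2.01 without MYF1 replicate 2, and COMP in MYF1 against FIB had 11.11 without FIB replicate 2 and 9.43 without MYF1 replicate 1 on the log2 scale.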

We observed an evident upregulation of the MYF signature in WI-38 cells upon TGF-β1 treatment. The Volcano plot indicates the upregulated and downregulated genes in WI-38 cells treated with TGF-β1 using an extended MYF signature containing the top 47 genes expressed (Figure 5H). 

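Of 31 direct targets of TGF-β and SMAD signalling, 4 rose, 1 fell and 26 did not pass in MYF1 against FIB (9 rose and 3 fell adjusted over the list alone). ITGA11, a collagen-binding integrin chain, rose with a log2 fold change ± standard error of 3.42 ± 0.40 (adjusted p = 0.00959), and SMAD6, an inhibitory SMAD, fell with -1.70 ± 0.20 (adjusted p = 0.00944). Of 41 genes of the amino acid response and integrated stress response, 6 rose and 35 did not pass (23 rose adjusted over the list alone) by edgeR's test, with CTH, an enzyme of cysteine synthesis, at 2.02 ± 0.31 (adjusted p = 0.0190). TGF-β targets that rose numbered 0 to 2 without FIB replicate 1 or MYF1 replicate 1 or 2 and 8 to 10 with DESeq2, the replicate block or all 12 libraries, and those that fell 0 without FIB replicate 1 and 2 to 4 without FIB replicate 3 or with DESeq2, the replicate block, only the compared groups or all 12 libraries. Stress response genes that rose numbered 0 to 1 without FIB replicate 1 or 3, LIF1 replicate 1 or MYF1 replicate 1 or 2 and 18 to 21 with DESeq2, the replicate block or all 12 libraries. ITGA11 in MYF1 lost its call without FIB replicate 1 (adjusted p = 0.0531, and 4.08e-15 to 0.0531 over all settings), SMAD6 in MYF1 without FIB replicate 1 (adjusted p = 0.0507, and 2.72e-12 to 0.0507 over all settings) and CTH in MYF1 without FIB replicate 1 or 3 or MYF1 replicate 1 or 2 (adjusted p = 0.0609 to 0.101, and 3.81e-06 to 0.101 over all settings).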

Similar to the GSEA plot in LIF, the GSEA plot in MYF indicates a significant high correlation (p = 1,392 10^-6^) in the enrichment of the genes identified in the Habermann dataset (Myofibroblasts vs Fibroblasts) and WI-38 cells treated with TGF-β1 (Figure 5I).

Among the transcription factors playing a potential role in the differentiation and/or maintenance of the MYF, we found *LBH*, a transcription factor involved in the WNT signaling 56. 

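LBH, a transcriptional cofactor, had a log2 fold change ± standard error of 0.76 ± 0.39 (adjusted p = 0.323) in MYF1 against FIB and fell in LIF1 with -1.15 ± 0.36 (adjusted p = 0.0317) by edgeR's test. Its mean level was 519.9 (SD 117) CPM in 3 FIB libraries, 875 (SD 173) in 2 MYF1 libraries and 232 (SD 112) in 3 LIF1 libraries. LBH lies on chromosome 2, 30231534 to 30323730. LBH in LIF1 lost its call without FIB replicate 1 or 2 or LIF1 replicate 1 (adjusted p = 0.0765 to 0.0914, and 0.00375 to 0.0914 over all settings).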

Silencing of *LBH* in hepatic stellate cells, before the TGF-β1 stimulus, decreases the expression of markers linked to hepatic stellate cells activation during liver fibrosis such as α-SMA and COL1A1 57. In cardiac fibroblasts, overexpression of *LBH* promotes fibroblast to myofibroblast transition supported by increased expression of α-SMA and COLLAGEN 1, together with organized stress fibers structures 47.

Our preliminary results (data not shown) validate the silencing of *LBH* using our siRNA approach. Silencing of *LBH* in vehicle-treated WI-38 cells tends to decrease *ACTA2* expression. Furthermore, silencing of *LBH* during TGF-β1 treatment leads to the decrease in *ACTA2* and *MYH11* expression*.* These results therefore suggest that LBH is critical for MYF maintenance.

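Of 46 matrix glycoproteins and matricellular proteins, 9 rose, 2 fell and 35 did not pass in MYF1 against FIB (13 rose and 7 fell adjusted over the list alone). THBS2, a thrombospondin, rose with a log2 fold change ± standard error of 3.83 ± 0.33 (adjusted p = 0.00392), and NID2, a basement membrane protein, fell with -2.51 ± 0.37 (adjusted p = 0.0161). Of 29 genes of collagen folding, processing and crosslinking, 2 rose and 27 did not pass (11 rose and 2 fell adjusted over the list alone), with LOX, a crosslinking enzyme of collagen, at 1.87 ± 0.29 (adjusted p = 0.0190). Of 22 matrix metalloproteinase and plasminogen system genes, 2 rose, 2 fell and 18 did not pass (2 rose and 3 fell adjusted over the list alone) by edgeR's test, with TIMP1, an inhibitor of metalloproteinases, at 2.09 ± 0.34 (adjusted p = 0.0207). Glycoprotein genes that rose numbered 1 to 4 without FIB replicate 1 or MYF1 replicate 2, and those that fell 0 to 1 without FIB replicate 1, 2 or 3, LIF1 replicate 1 or MYF1 replicate 1 or 2 or with only the compared groups and 5 to 7 with DESeq2, the replicate block or all 12 libraries. Collagen processing genes that rose numbered 0 to 1 without FIB replicate 1 or 3, LIF1 replicate 1 or MYF1 replicate 1 or 2 and 5 to 7 with DESeq2, the replicate block or all 12 libraries, metalloproteinase genes that rose 0 to 1 without FIB replicate 1 or 3, LIF1 replicate 1 or MYF1 replicate 1, and those that fell 1 without FIB replicate 1 or MYF1 replicate 1 or 2. NID2 in MYF1 lost its call without FIB replicate 1 or MYF1 replicate 1 or 2 (adjusted p = 0.0639 to 0.108, and 1.44e-10 to 0.108 over all settings), LOX in MYF1 without FIB replicate 1 or 3 or MYF1 replicate 1 or 2 (adjusted p = 0.0545 to 0.102, and 2.30e-07 to 0.102 over all settings) and TIMP1 in MYF1 without FIB replicate 1 or 3 or MYF1 replicate 1 (adjusted p = 0.0694 to 0.101, and 1.25e-07 to 0.101 over all settings). TIMP1 in MYF1 against FIB had 1.48 without MYF1 replicate 1 on the log2 scale.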

In agreement to the known role of myofibroblasts in fibrosis, the pathways enriched in MYFs were related to the integrin cell surface interactions, ECM proteoglycans, collagen chain trimerization, extracellular matrix organization and others pathways (Figure S4B).

### Functional assays and phenotypic changes

To functionally characterize the capacity of the Metformin- and TGF-β1-treated WI-38 cells to sustain AT2 proliferation, we performed an alveolosphere assay. This assay was carried out by mixing in Matrigel, FIB, LIF1 or MYF1 cells with mouse AT2 cells isolated by FACS using Sftpc^GFP^ lungs (Figure 6A, Figure S5A). Alveolosphere formation is observed within 14 days, as shown in Figure 6B. Quantification of the size of the organoids indicated that LIF1 (on average 193.9 µm) are significantly supporting the growth of AT2 cells compared to FIB (on average 142.8 µm) or MYF1 (on average 114 µm) (Figure 6C). No significant difference was observed in the colony forming efficiency between these 3 populations of WI-38 cells (Figure 6D). Taken together, these data are emphasizing the supporting role of LIF1 on AT2 survival and proliferation, illustrated by the increase in the spheroid size in LIF1 vs. MYF1.

Additionally, the Metformin-treated cells (LIF1) demonstrated an enhanced migratory capacity in scratch tests compared to TGF-β1-treated cells (MYF1) at 72 h and 96 h. MYF1 migration capabilities were severely compromised, reflecting a phenotypical feature of fibrotic tissue (Figure 6E-F). These results underscore the practical implications of the LIF and MYF phenotype induced in WI-38 cells. Finally, Alamar Blue viability assay on WI-38 cells treated with Metformin and TGF-β1 revealed no differences between the two groups (Figure 6F), indicating that the treatments did not impact cell viability.

### Evidence for MYF to LIF differentiation

Our results confirm the effectiveness of sequential TGF-β1 and Metformin treatment in inducing the MYF to LIF transition in WI-38 cells. After introducing Metformin or vehicle following TGF-β1 treatment, the cells generated after 8 days in culture are called LIF2 and MYF2 (Metformin- and vehicle-treated, respectively) (Figure 7A). We monitored the expression of MYF and LIF markers in the newly differentiated LIF2 vs MYF2 by IF and qPCR. Our results show a decrease in ACTA2 and an increase in lipid droplet accumulation (Figure 7B). Notably, the expression of *ACTA2* was reduced while the expression of *ADRP* and *PPARγ* was increased, correlating with the MYF to LIF transition following Metformin treatment in our cell line (Figure 7C).

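Bulk RNA-Seq measured 2 MYF2 and 2 LIF2 libraries after 8 days in culture, of which the first 96 h with TGF-β1 and the last 96 h with vehicle (MYF2) or 5 mM metformin (LIF2). Library totals were 29779830 and 30791165 counts in MYF2 and 33047570 and 33132310 in LIF2. The authors deposited the counts of these 4 libraries in a table of their own, with 26475 gene symbols of which 9111 stand at 0 in all 4. From there, the 12 libraries of both tables were fitted together, with 14644 genes after the filter, and LIF2 was compared with MYF2 within its table. In simulated data of this design, 19% of genes changed 2-fold and 78% of genes changed 4-fold between MYF2 and LIF2 were called. The simulation changed 100 genes at each size, so these shares need not hold where many genes change. MYF2 and LIF2 differ from FIB, LIF1 and MYF1 also in table and culture time, so in comparisons across the tables the table, the time and the condition cannot be told apart. The groups kept in the fit and single libraries can change the counts, and for LIF2 the replicate numbers in the titles and in the descriptions are swapped. Replicates differed less in MYF2 and LIF2 (chi-square per degree of freedom 11.4 and 33.4) than in the groups of the first table (54.5 to 156). The fit takes 1 dispersion per gene over all groups, so its p-values can misstate the spread of the groups compared, in either direction.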

To better define the nature of these new LIF2 and MYF2 fibroblasts, we investigated the global transcriptomic changes occurring in these cells by bulk RNA-Seq. 

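On PC1, LIF2 had scores of 83.4 and 89.2 and LIF1 of 39.8 to 53.2, opposite to FIB at -50.2 to -45.7, MYF1 at -46.3 and -41.3 and MYF2 at -41.2 and -40.1. On PC2, LIF2 had scores of -40.8 and -38.9 and MYF2 of -47.7 and -41.4, against 31.2 to 47.9 in LIF1, 17.3 to 38.6 in FIB and -26.0 and -14.9 in MYF1. PC1 held 51.1% and PC2 22.8% of the variance over 14644 genes, and PC1 46.2% with log2 CPM in place of variance-stabilized values. On PC1 LIF1 thus lay apart from FIB, and LIF2 from MYF2, within a table, and on PC2 MYF1 from FIB, while between the tables the table, the time and the condition cannot be told apart.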

The resulting PCA graph compares LIF2 and MYF2 with the previously generated transcriptomic data for FIB, LIF1 and MYF1 (Figure 7D). 

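LIF2 and LIF1 differed in 5324 of 14644 genes by edgeR's test, 2360 higher and 2964 lower in LIF2. COL1A1 was higher in LIF2 with a log2 fold change ± standard error of 4.65 ± 0.30 (adjusted p = 2.02e-05), COMP with 5.93 ± 0.98 (adjusted p = 0.00138) and SPARC with 3.75 ± 0.26 (adjusted p = 2.12e-05). CEBPD, a transcription factor of early fat cell differentiation, was also higher, with 2.15 ± 0.28 (adjusted p = 0.000437). G0S2, an inhibitor of lipolysis, was lower in LIF2 with -3.45 ± 0.37 (adjusted p = 0.000158), and NID2, a basement membrane protein, with -4.76 ± 0.39 (adjusted p = 4.23e-05). LIF2 and LIF1 libraries lay 107 apart on average over all variance-stabilized values, against 137 between LIF2 and MYF2. Within groups the averages were 67.2 in LIF1, 34.7 in LIF2 and 27.4 in MYF2. The count was 2494 to 3259 without LIF2 replicate 1 or 2, at an absolute log2 fold change of at least 1 or with only the compared groups, and the table, the culture time and the condition cannot be told apart. COMP in LIF2 against LIF1 had 5.34 without LIF1 replicate 1 and 8.59 without LIF1 replicate 2 on the log2 scale.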

Our data indicate that LIF2 are different from LIF1, suggesting that the MYF to LIF differentiation is incomplete. Interestingly, MYF2 appear to display a more significant difference with FIB than MYF1, suggesting a potentially enhanced MYF phenotype.

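MYF2 differed from FIB in 2591 genes (1290 higher, 1301 lower), and in 623 from MYF1, by edgeR's test in the fit of 12 libraries. In the same fit MYF1 differed from FIB in 1107 genes (361 in the fit of 8 libraries). That fit takes 1 dispersion per gene over groups of unlike spread, so its p-values can misstate the spread of the groups compared. With only the compared groups in the fit, MYF2 differed from FIB in 3644 genes and MYF1 from FIB in 469. NOX4, an NADPH oxidase, was higher in MYF2 than in FIB with a log2 fold change ± standard error of 4.65 ± 0.58 (adjusted p = 0.000911), ITGA11 with 3.98 ± 0.37 (adjusted p = 0.000175), and COL5A1, a chain of type V collagen, with 2.75 ± 0.32 (adjusted p = 0.000626). Of 29 contractile genes, 11 rose and 18 did not pass in MYF2 (13 rose adjusted over the list alone), and of 31 TGF-β and SMAD targets, 10 rose and 21 did not pass (12 rose and 1 fell adjusted over the list alone). MYF2 and FIB libraries lay 91.9 apart on average and MYF1 and FIB libraries 85.5, against 27.4 within MYF2, 59.4 within MYF1 and 54.4 within FIB. Distances between libraries include the spread within groups, which was smaller in MYF2, so the 2 averages do not compare the group means. The genes between MYF2 and FIB numbered 442 to 1459 without FIB replicate 1 or MYF2 replicate 1 or 2 or at an absolute log2 fold change of at least 1. Those between MYF2 and MYF1 numbered 52 to 376 without FIB replicate 1, MYF1 replicate 1, MYF2 replicate 1 or 2 or LIF2 replicate 1 or 2 and 1154 to 1609 without LIF1 replicate 2 or 3 or with DESeq2, the replicate block, the description block or only the compared groups. Contractile genes that rose in MYF2 numbered 6 without FIB replicate 3 or MYF2 replicate 1 or 2 and TGF-β targets 5 to 6 without FIB replicate 1 or MYF2 replicate 1 or 2, and table, time and condition cannot be told apart.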

We also carried out hallmark pathway analysis to compare the different populations to each other (Figure 7E). 

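Of 26 heme and iron genes, 9 rose, 5 fell and 12 did not pass in LIF1 against FIB (10 rose and 8 fell adjusted over the list alone). HMOX1, the heme oxygenase, rose from 15.7 to 71.9 CPM (adjusted p = 0.00348), and IREB2, a sensor of iron, fell with a log2 fold change ± standard error of -1.30 ± 0.18 (adjusted p = 0.000849). Of 38 hypoxia and glycolysis genes, 16 rose, 2 fell and 20 did not pass (18 rose and 3 fell adjusted over the list alone), with HK2, a hexokinase, at 2.67 ± 0.51 (adjusted p = 0.00386). Of 33 MYC targets of ribosome biogenesis, 22 rose, 1 fell and 10 did not pass (23 rose and 2 fell adjusted over the list alone), with WDR43, a ribosome assembly factor, at 1.79 ± 0.13 (adjusted p = 6.62e-05). Of 27 NF-κB and inflammatory genes, 14 rose, 4 fell and 9 did not pass (16 rose and 5 fell adjusted over the list alone), with TNFAIP3, an inhibitor of NF-κB, at 4.14 ± 0.43 (adjusted p = 0.000228) and PTX3, a pentraxin, at -1.20 ± 0.25 (adjusted p = 0.00510). Of 37 interferon-stimulated genes, 1 rose, 7 fell and 29 did not pass (1 rose and 7 fell adjusted over the list alone), with SAMD9L, an antiviral factor, at -2.60 ± 0.29 (adjusted p = 0.000315). These lists differ from the Hallmark sets of the study, and the calls are from edgeR. Heme genes that fell numbered 3 without FIB replicate 1 or 3 and 8 to 10 with the stricter filter, the replicate block or the block on FIB and LIF1 alone, and hypoxia genes that fell 0 to 1 without FIB replicate 1, 2 or 3, LIF1 replicate 1 or MYF1 replicate 1 or 2 or with only the compared groups and 4 with the replicate block or the block on FIB and LIF1 alone. NF-κB genes that fell numbered 2 without LIF1 replicate 1, and interferon-stimulated genes that fell 4 without FIB replicate 1 and 12 with the block on FIB and LIF1 alone. MYC targets that fell numbered 2 to 3 without LIF1 replicate 2 or 3 or with the stricter filter, the replicate block, all 12 libraries or the block on FIB and LIF1 alone. TNFAIP3 in LIF1 against FIB had 4.73 without FIB replicate 3 on the log2 scale.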

The comparison of LIF1 vs FIB indicated increased Heme Metabolism, PI3K AKT mTOR signaling, Hypoxia, MYC targets, TNFα signaling vs NFκB as well as decreased Interferon alpha response. Similar regulations for these pathways were observed in LIF2 vs FIB. 

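In LIF2 against FIB, of the heme and iron genes 9 rose, 9 fell and 8 did not pass (10 rose and 9 fell adjusted over the list alone), and of the hypoxia and glycolysis genes 13 rose, 7 fell and 18 did not pass (13 rose and 7 fell adjusted over the list alone). Of the MYC targets, 21 rose, 4 fell and 8 did not pass (21 rose and 4 fell adjusted over the list alone), and of 28 NF-κB and inflammatory genes, 13 rose, 7 fell and 8 did not pass (13 rose and 8 fell adjusted over the list alone). Of 38 interferon-stimulated genes, 2 rose, 14 fell and 22 did not pass (2 rose and 13 fell adjusted over the list alone). ALAS1, the first enzyme of heme synthesis, was higher with a log2 fold change ± standard error of 1.11 ± 0.19 (adjusted p = 0.000479), HILPDA, a lipid droplet protein induced by hypoxia, was lower with -6.15 ± 1.09 (adjusted p = 0.000616), and IFIT1, an antiviral protein, was lower with -3.31 ± 0.83 (adjusted p = 0.00552). By edgeR, heme genes that rose numbered 5 without LIF2 replicate 2, hypoxia genes that rose 8 without LIF2 replicate 2 and that fell 4 without LIF2 replicate 1 and 11 with the description block, and NF-κB genes that fell 3 to 4 without LIF2 replicate 1 or 2. In LIF2 against MYF2, of the same table and culture time, 22 MYC targets rose and 4 fell. There, 14 NF-κB genes rose and 4 fell, 11 heme genes rose and 7 fell, and 11 hypoxia genes rose and 3 fell. Of the interferon-stimulated genes, 5 rose and 6 fell there, with a median log2 fold change of 0.30. Within the table the interferon-stimulated genes thus went both ways, while against FIB 14 fell and 2 rose. In MYF2 against FIB, 1 MYC target fell, 1 NF-κB gene rose and 5 fell, and 7 interferon-stimulated genes fell. In that comparison 1 heme gene rose and 2 fell, and 2 hypoxia genes rose and 6 fell. In LIF2 against FIB alone, the table, the culture time and the condition cannot be told apart. HILPDA in LIF2 against FIB had -7.39 without LIF2 replicate 1 and -5.50 without LIF2 replicate 2, and IFIT1 in LIF2 against FIB had -2.48 without FIB replicate 3 on the log2 scale.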

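Of the NF-κB and inflammatory genes, 9 fell and 19 did not pass in LIF2 against LIF1 (9 fell adjusted over the list alone), with PTGS2, the inducible cyclooxygenase, at a log2 fold change ± standard error of -4.61 ± 0.82 (adjusted p = 0.00201) and PTX3 at -3.50 ± 0.31 (adjusted p = 7.64e-05). Of the interferon-stimulated genes, 2 rose, 8 fell and 28 did not pass (2 rose and 8 fell adjusted over the list alone), with IFIT3, an antiviral protein, at -1.35 ± 0.26 (adjusted p = 0.00311) and XAF1, an inducer of apoptosis, at 2.18 ± 0.50 (adjusted p = 0.00737). Of 26 p53 targets, 6 rose, 8 fell and 12 did not pass (7 rose and 8 fell adjusted over the list alone), with XPC, a DNA repair factor, at -1.78 ± 0.32 (adjusted p = 0.00199) and AEN, a nuclease of apoptosis, at 0.97 ± 0.15 (adjusted p = 0.000973). By edgeR, NF-κB genes that fell numbered 4 to 5 without LIF2 replicate 1 or 2, interferon-stimulated genes that fell 2 to 5 without LIF2 replicate 1 or 2 and that rose 1 without LIF1 replicate 1 or 3 or LIF2 replicate 1 or 2, and p53 targets that fell 3 to 5 without LIF2 replicate 1 or 2 or with only the compared groups and that rose 3 without LIF2 replicate 2. Table, time and condition cannot be told apart in this comparison. PTGS2 in LIF2 against LIF1 had -5.35 without LIF2 replicate 1 on the log2 scale.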

Direct comparison of LIF2 vs LIF1 indicates decreased TNFα signaling vs NFκB, inflammatory response, apoptosis, complement, IL6/JAK/STAT3, interferon Gamma and Alpha responses. These pathways are also decreased in MYF1 vs FIB and MYF2 vs FIB suggesting that LIF2 represent an intermediate between MYF1 and LIF1. 

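In MYF1 against FIB, PTX3 fell from a mean of 156 to 38.7 CPM (adjusted p = 0.0161), and CD55, a regulator of complement, rose with a log2 fold change ± standard error of 1.08 ± 0.20 (adjusted p = 0.0319), while 25 other NF-κB and inflammatory genes did not pass. Adjusted over this list of 27 genes alone, 1 rose and 4 fell. Of 37 interferon-stimulated genes, 37 did not pass in MYF1 over all genes (3 fell adjusted over the list alone), and with DESeq2 1 rose and 4 fell. Among the NF-κB and inflammatory genes, 1 rose, 5 fell and 22 did not pass in MYF2 (1 rose and 12 fell adjusted over the list alone), with PTX3 at -2.26 ± 0.29 (adjusted p = 0.000985). Among the interferon-stimulated genes, 7 fell and 31 did not pass (8 fell adjusted over the list alone), with OAS3, an antiviral enzyme, at -2.24 ± 0.44 (adjusted p = 0.00740). By edgeR, NF-κB genes that fell in MYF2 numbered 1 to 3 without FIB replicate 1 or MYF2 replicate 1 or 2 and 8 to 11 without LIF1 replicate 2 or 3 or with DESeq2 or only the compared groups. Interferon-stimulated genes that fell numbered 0 to 4 without FIB replicate 1 or 2, MYF2 replicate 1 or 2 or LIF2 replicate 1 or 2 and 11 without LIF1 replicate 2, where table, time and condition cannot be told apart. PTX3 in MYF1 lost its call without FIB replicate 1 or MYF1 replicate 1 or 2 (adjusted p = 0.0628 to 0.107, and 4.76e-09 to 0.107 over all settings), CD55 in MYF1 without FIB replicate 1 or 3, LIF1 replicate 1 or MYF1 replicate 1 or 2 (adjusted p = 0.0577 to 0.169, and 0.000222 to 0.169 over all settings) and OAS3 in MYF2 without MYF2 replicate 1 (adjusted p = 0.103, and 2.07e-05 to 0.103 over all settings).

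**Figure D1:**
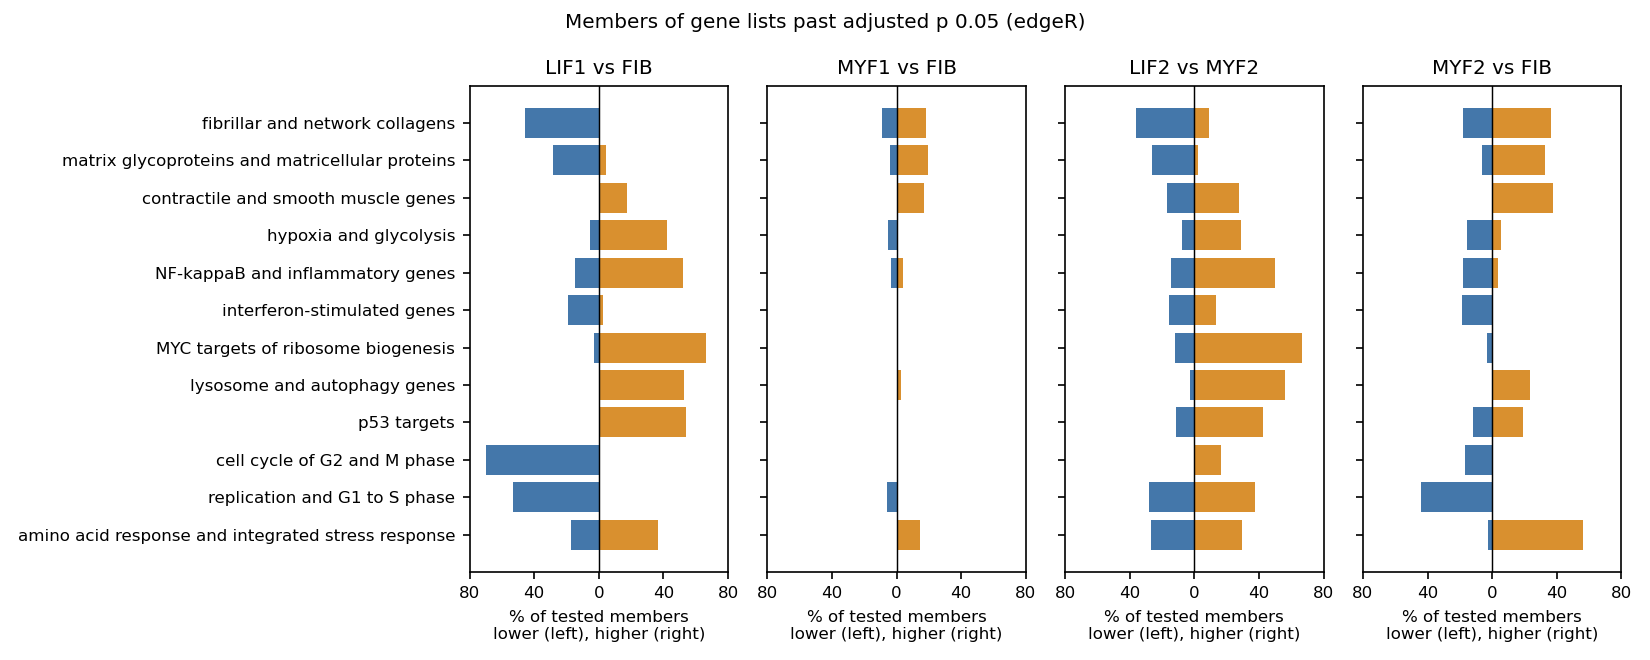
Share of the tested genes of 12 gene lists that were called lower or higher by edgeR in LIF1, MYF1 and MYF2 against FIB and in LIF2 against MYF2. LIF1 and MYF1 are from the fit of 8 libraries, MYF2 and LIF2 from the fit of 12. The fit alone moved the genes changed in MYF1 against FIB from 361 to 1107. Shares of MYF1 and MYF2 are therefore not directly comparable.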

LIF2 are not fully differentiated into a LIF1, still displaying some MYF characteristics.

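Of 29 contractile and smooth muscle genes, 20 rose, 4 fell and 5 did not pass in LIF2 against FIB (20 rose and 4 fell adjusted over the list alone). MYH11, the myosin heavy chain of smooth muscle, was higher with a log2 fold change ± standard error of 2.99 ± 0.62 (adjusted p = 0.00174), and MYH10, a nonmuscle myosin, was lower with -2.31 ± 0.45 (adjusted p = 0.00112). Of 31 TGF-β and SMAD targets, 16 rose, 6 fell and 9 did not pass (16 rose and 6 fell adjusted over the list alone), with NOX4 at 5.06 ± 0.59 (adjusted p = 3.58e-05) and TGFBR1, a TGF-β receptor, at -2.28 ± 0.42 (adjusted p = 0.000763). Of 46 matrix glycoproteins and matricellular proteins, 12 rose, 12 fell and 22 did not pass (12 rose and 12 fell adjusted over the list alone), with ELN, elastin, at 4.35 ± 0.85 (adjusted p = 0.00114) and DCN, the proteoglycan decorin, at -1.38 ± 0.28 (adjusted p = 0.00168). Of the 7 MYF signature genes that the study names, 5 were higher and 1 lower (5 and 1 adjusted over the list alone), with ACTA2 at 1.55 ± 0.34 (adjusted p = 0.00237). Of 22 collagens, 6 rose, 6 fell and 10 did not pass (6 rose and 6 fell adjusted over the list alone), and of the 5 collagens of the MYF subcluster of cultured IPF fibroblasts, 1 rose, 3 fell and 1 did not pass (1 rose and 3 fell adjusted over the list alone). Of the 13 MYF genes that the study chose on these samples, 2 rose, 2 fell and 9 did not pass (1 rose and 2 fell adjusted over the list alone). By edgeR, SMAD targets that fell numbered 3 without LIF2 replicate 1 or 2, glycoproteins that fell 7 without LIF2 replicate 2, and signature genes that rose 2 to 3 without FIB replicate 1 or 3 or LIF2 replicate 1 and that fell 0 without LIF2 replicate 1 or 2 or with only the compared groups. Collagens that fell numbered 3 without LIF2 replicate 2, those of the subcluster that fell 1 without LIF2 replicate 2 and that rose 0 without FIB replicate 1 or 3 or LIF2 replicate 1, and the MYF genes of the study that fell 1 without LIF2 replicate 2 and that rose 1 without FIB replicate 1 or 3 or LIF2 replicate 1 and 6 without FIB replicate 2. In LIF2 against MYF2, of the same table and culture time, 8 contractile genes rose and 5 fell. There, 7 SMAD targets rose and 7 fell, 1 glycoprotein rose and 12 fell, and 2 collagens rose and 8 fell. In MYF2 against FIB, 11 contractile genes rose, so the 20 in LIF2 need not all be kept from the MYF state. Table, time and condition cannot be told apart in LIF2 or MYF2 against FIB. MYH11 in LIF2 against FIB had 3.75 without FIB replicate 1 and ELN in LIF2 against FIB had 5.25 without FIB replicate 2 on the log2 scale.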

Additionally, we identified the top 100 genes regulated in LIF2 and examined the expression of these genes in LIF1, MYF2, MYF1 and FIB (Figure 7F, Figure S6 for high magnification of the heatmap). 

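LIF2 differed from MYF2 in 7566 of 14644 genes, 3768 higher and 3798 lower, by edgeR's test on 2 libraries of each. ACTA2 was lower in LIF2 with a log2 fold change ± standard error of -1.43 ± 0.38 (adjusted p = 0.00929), from a mean of 3763 (SD 23.3) CPM in MYF2 to 1392 (SD 469.9), and COL1A1 with -1.12 ± 0.31 (adjusted p = 0.0118). PLIN2 was higher with 3.22 ± 0.47 (adjusted p = 0.000227), from 38.0 (SD 3.32) CPM to 354 (SD 51.4), and PPARG with 2.99 ± 0.28 (adjusted p = 1.32e-05). KLF4 was higher with 3.35 ± 0.72 (adjusted p = 0.00276), and NR4A1 with 3.65 ± 0.57 (adjusted p = 0.000369). Of 25 lipofibroblast and adipogenic regulators, 11 rose, 2 fell and 12 did not pass (11 rose and 2 fell adjusted over the list alone), and the number that fell was 4 to 5 without LIF1 replicate 3 or with the description block or only the compared groups. ACTA2 in LIF2 lost its call without LIF2 replicate 2 (adjusted p = 0.0909, and 9.16e-05 to 0.0909 over all settings) and COL1A1 in LIF2 without MYF2 replicate 1 or LIF2 replicate 2 (adjusted p = 0.0584 to 0.103, and 5.66e-05 to 0.103 over all settings).

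**Figure D2:**
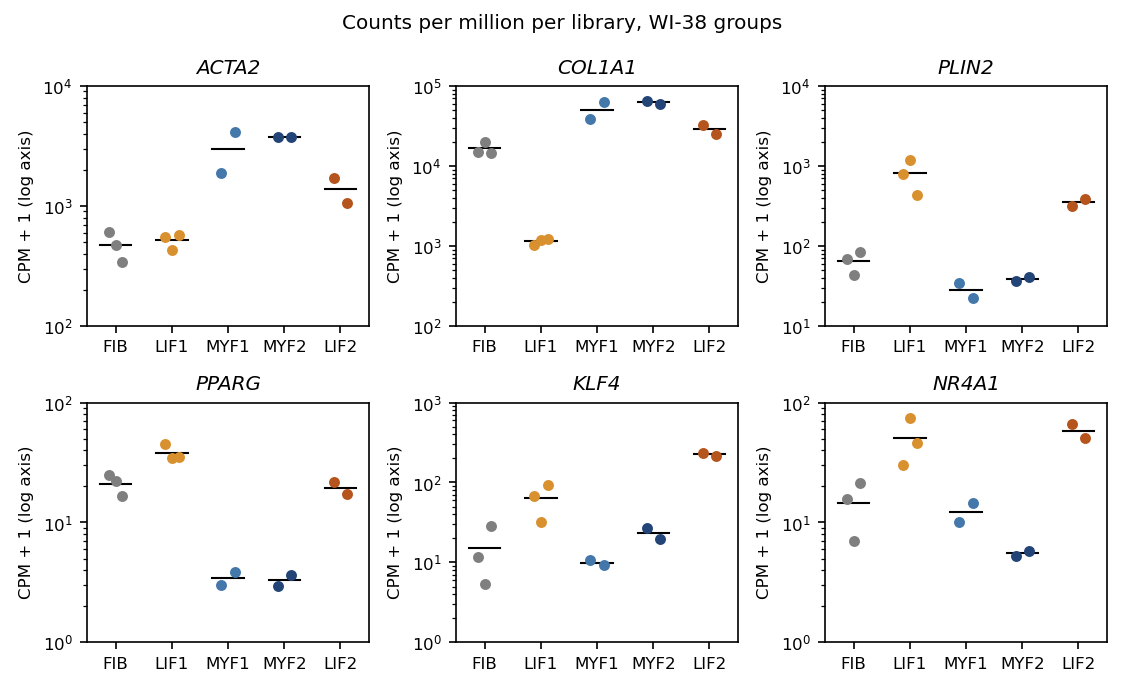
CPM plus 1 of 6 marker genes in each library of the 5 groups, on a log axis, with the mean of each group as a black line.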

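The 100 genes of smallest p in LIF2 against MYF2 were 57 higher and 43 lower, and 99 of them were called in the same direction in LIF1 against FIB by edgeR. RBM15, a factor of RNA methylation, was higher with a log2 fold change of 4.03 (adjusted p = 6.53e-07) in LIF2 and 4.50 (adjusted p = 3.12e-05) in LIF1. PVT1, a long noncoding RNA next to MYC, was higher with 5.07 (adjusted p = 6.53e-07) and 3.78 (adjusted p = 4.89e-05), and PARP1, a DNA repair enzyme, lower with -3.56 (adjusted p = 6.53e-07) and -2.39 (adjusted p = 4.89e-05), examples chosen after their values were seen. Among 10000 random sets of 100 genes of like expression, drawn from all genes tested whether called in LIF2 or not, 44.9 on average and at most 63 were called in the same direction in LIF1. SMN2, whose reads can go to its near-identical copy SMN1, is among the 100 genes.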

Our results indicated a conservation of these top-regulated genes in LIF1, supporting the MYF to LIF reversion. Moreover, these genes showed opposite regulation in MYF2, MYF1 and FIB, indicating that LIF2 display a different differentiation status compared to the other phenotypical variants.

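Of the same 100 genes, 15 were called in the opposite direction and 11 in the same direction in MYF2 against FIB, and 74 did not pass edgeR's test. In MYF1 against FIB, 99 of them did not pass and 1 was called in the same direction. Of those called in the same direction, PARP1 was lower in MYF2 than in FIB with a log2 fold change of -0.61 (adjusted p = 0.0137). RBM15, also in the same direction, was higher with 1.19 (adjusted p = 0.00102). Of those called in the opposite direction, NFKBIA was lower with -0.97 (adjusted p = 0.0162) and ZNF587 higher with 0.94 (adjusted p = 0.00338). The genes higher in LIF2 had a median log2 fold change of 3.04 against MYF2, 0.02 in MYF2 against FIB and 0.08 in MYF1 against FIB, and the genes lower in LIF2 had -3.61, 0.08 and -0.14. From a heatmap of its own top 100 genes of LIF2 (Figure 7F), the paper concludes that LIF2 have a differentiation status of their own, and the 100 genes here need not be those. The genes here were selected by LIF2 against MYF2, so MYF2 enters both the selection and the comparison with FIB.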

Finally, we assessed the capacity of LIF2 and MYF2 to support alveolosphere formation as previously described. For this assay and in order to match exactly the same *in vitro* culture time as MYF2 and LIF2, we included LIF1-like cells (96 h vehicle-treated fibroblasts, then 96 h metformin-treated fibroblasts) as control (Figure 7G). LIF1-like cells displayed the highest organoid size (on average 99.13 µm) compared to LIF2 (on average 86.28 µm) and MYF2 (on average 85.52 µm). However, the organoid size generated with LIF2 and MYF2 was not different (Figure 7H). Interestingly, LIF2 displayed a significant increase in the CFE compared to MYF2, suggesting that LIF2 confers a survival advantage to the AT2 cells but does not impact their proliferation. Altogether, the difference between LIF2 and MYF2 CFE, indicated that LIF2 has partially reversed to a phenotype supportive of alveolosphere formation.

### Evidence for LIF to MYF differentiation

We previously reported that LIF served as a source of activated MYFs during fibrosis formation 58. To evaluate this, we investigated the LIF to MYF differentiation by pre-treating the WI-38 cells with Metformin followed by TGF-β1 or Vehicle. The cells generated after 8 days in culture are called MYF3 and LIF3 (Figure 8A). First, we monitored the expression of MYF and LIF markers in LIF3 vs MYF3 by qPCR and IF. *ACTA2*, *COL1A1,* and *MYH11* expressions were significantly increased, while the expressions of *ADRP* and *PPARγ* were significantly decreased in MYF3 (Figure 8B).

An increase in MYH11 and decreased in LipidTox™ signal related to the lipid droplets were observed in MYF3. In contrast to MYF3, scarce signal of MYH11 and presence of LipidTox™ signal was observed in LIF3 (Figure 8C). LIF1-like and MYF1-like (96 h vehicle-treated cells followed by either 96 h Metformin- or TGF-β1-treatment) were used as controls.

Next, we assessed the capacity of LIF3, MYF3 and MYF1-like cells to support alveolosphere formation (Figure 8D). As expected, MYF1-like cells displayed the lowest organoid size (on average 85.26 µm) compared to LIF3 (on average 105.2 µm) and MYF3 (on average 93.5 µm). The CFE was not significantly different between these conditions (Figure 8E). Altogether, these results support the LIF to MYF transition in WI-38 cells.

## Discussion

The heterogeneity of fibroblast subpopulations and their dysregulation in conditions such as IPF contribute to tissue structure loss and alveolar reduction. Specifically, myofibroblast activation is crucial in collagen deposition and extracellular matrix remodeling. The MYF population is one of the most extensively studied in the context of fibrosis. However, technical limitations associated with *in vitro* models, such as primary fibroblast cultures, hinder a complete understanding of these cells.

To overcome the limitations associated with primary fibroblast cultures from patients, our study validates the WI-38 cell line, a human embryonic diploid fibroblast cell line, as an *in vitro* model for investigating MYF differentiation upon TGF-β1 treatment. Additionally, we utilized Metformin, an anti-diabetic drug, to induce LIF differentiation in WI-38 cells, in accordance with a previous study 31. Previous research has shown the ability of these cells to differentiate into LIF and MYF after treatment with parathyroid hormone-related protein (PTHrP) 18,59 and TGF-β1, respectively 19.

WI-38 cells display tremendous technical advantages, specifically in terms of maintenance and culture conditions, genetic manipulation capabilities, and data availability for comparative analysis. One of the most significant advantages of the WI-38 cell line over LF-IPFs pertains to their maintenance and culture conditions. While primary cells often necessitate stringent conditions, such as specialized growth media and carefully controlled environmental factors, WI-38 cells are relatively easy to maintain and culture. The WI-38 cells have a higher propagation capacity, undergoing up to 50 duplications, significantly more than primary fibroblasts. This makes them ideal for long-term experiments, where a continuous supply of cells is essential, thereby minimizing the need for fresh primary cultures and providing a viable solution for their scarcity as well as for the ethical issues associated with their use.

Another crucial advantage of the WI-38 cell line is its amenability to genetic manipulation, a feature that is often more challenging in primary cultures. The existence of specialized kits designed for the transfection of WI-38 cells further facilitates the process. This not only streamlines the workflow but also opens up new avenues for research, allowing for more complex experimental designs. Such genetic manipulation capabilities are less straightforward in primary cells, which often require more cumbersome techniques and have lower transfection efficiencies. The increasing use and validation of WI-38 cells in multiple studies have led to a wealth of data that can be leveraged for comparative analyses. The consistent genetic background of this cell line makes it easier to interpret and compare data across different studies and laboratories. This is in stark contrast to LF-IPFs, where the genetic variability inherent in primary isolates often leads to batch-to-batch differences, complicating data interpretation and hindering the reproducibility of results. The availability of a standardized, well-characterized cell line like WI-38 enhances the robustness and reliability of data, thus fortifying its utility in large-scale, multi-center studies.

Beyond using WI-38 cells to study MYF differentiation, we report that Metformin-treated WI-38 cells exhibit characteristic features of LIF differentiation, including the accumulation of lipid droplets. LIFs, initially discovered during lung development, were previously regarded as supporting cells for AT2 and a source of lipids for surfactant protein (SFTPC) production. However, recent studies have revealed their active role in supporting AT2 cell proliferation. In the case of lung fibrosis, TGF-β1 induces MYF differentiation in fibroblasts, and LIFs can transdifferentiate into MYFs. However, MYFs cannot support AT2 cell proliferation and differentiation, resulting in alveolarization loss.

In our work, we demonstrated that Metformin treatment triggered the accumulation of lipid droplets in the cytoplasm of both LF-IPFs and WI-38 cells, indicating LIF differentiation. The expression of *ADRP* significantly increased upon Metformin treatment, supporting Metformin's role in lipid accumulation and LIF differentiation.

Concurrently, TGF-β1 treatment amplified MYF-specific markers ACTA2 and MYH11 expression in both LF-IPFs and WI-38 cells, indicating successful induction of the MYF phenotype. Immunofluorescence and gene expression analysis confirmed the differentiation of WI-38 cells into MYFs and LIFs upon TGF-β1 and Metformin treatment, respectively. Notably, the expression levels of *ACTA2*, *COL1A1*, and *MYH11*, considered markers for MYFs and activated myofibroblasts, were comparable between WI-38 cells and LF-IPFs. LIF differentiation after Metformin treatment also confirmed the similarity between WI-38 cells and LF-IPFs, with the accumulation of lipid droplets and the gene expression of *ADRP* and *PPAR*γ overlapping in both models.

Interestingly, it was previously reported that PPARγ was activated upon TGF-β1 challenge in alveolar macrophages 60. We propose that the reduction in PPARγ expression in WI-38 cells in response to TGF-β1 is linked to the different nature of the cells (fibroblast versus macrophages).

Furthermore, sequential treatment of WI-38 cells first with TGF-β1 and then with Metformin led to MYF to LIF transdifferentiation, (Figure 7) underscoring the pivotal role of Metformin in this cellular reprogramming (for a summary of all the experimental conditions see Figure S5B). We are also providing evidence for LIF to MYF differentiation (Figure 8) supporting the LIF-MYF reversible switch model 58.

Comparison between scRNA-seq data from human samples and our *in vitro* model further demonstrated the effectiveness of this approach. The gene expression signatures observed in LIF and MYF cells in our *in vitro* WI-38 model showed a remarkable overlap with human lung samples. This further validates our model and, importantly, the therapeutic potential of Metformin.

Interestingly, our transcriptome analysis revealed a profound impact of Metformin treatment on the gene expression of WI-38 cells. The significant enrichments in the KEGG pathways highlighted Metformin's effects on metabolic reprogramming and lipid trafficking. However, the exact molecular mechanism by which Metformin achieves this remains a subject for future investigation.

In the organoid formation assay, Metformin-treated WI-38 cells supported alveolosphere formation more effectively, indicating that the LIF phenotype induced by Metformin could significantly impact lung tissue repair. However, fibroblast viability was comparable among all the groups, demonstrating that these therapeutic alterations do not compromise the fundamental properties of the cells.

In conclusion, our results provide compelling evidence of Metformin's role in lung fibroblast differentiation and its therapeutic potential. The high comparability between the WI-38 cell line and LF-IPFs will allow further study of LIF and MYF differentiation and explore potential therapies for conditions such as pulmonary fibrosis. In addition, our findings emphasize that while Metformin's role in the lung is still not fully understood, it offers an exciting possibility as a therapeutic tool. Furthermore, the WI-38 cell line offers compelling advantages over primary fibroblasts, making it a valuable resource for studies focused on lung homeostasis and disease. Its ease of maintenance, higher propagation capacity, and capability for genetic manipulation provide researchers with a versatile and reliable model system. Additionally, the wealth of comparative data available for WI-38 cells enhances its utility, making it a preferred choice for basic and applied research in lung fibroblast differentiation and fibrotic lung diseases. The substantial evidence gathered through the WI-38 cell model provides a robust foundation for further exploration of Metformin's potential roles in lung repair and fibroblast differentiation.

Therefore, our study strongly advocates for the broader adoption of the WI-38 cell line in future research endeavors.

## Supplementary Material

Supplementary figures.

## Figures and Tables

**Figure 1:**
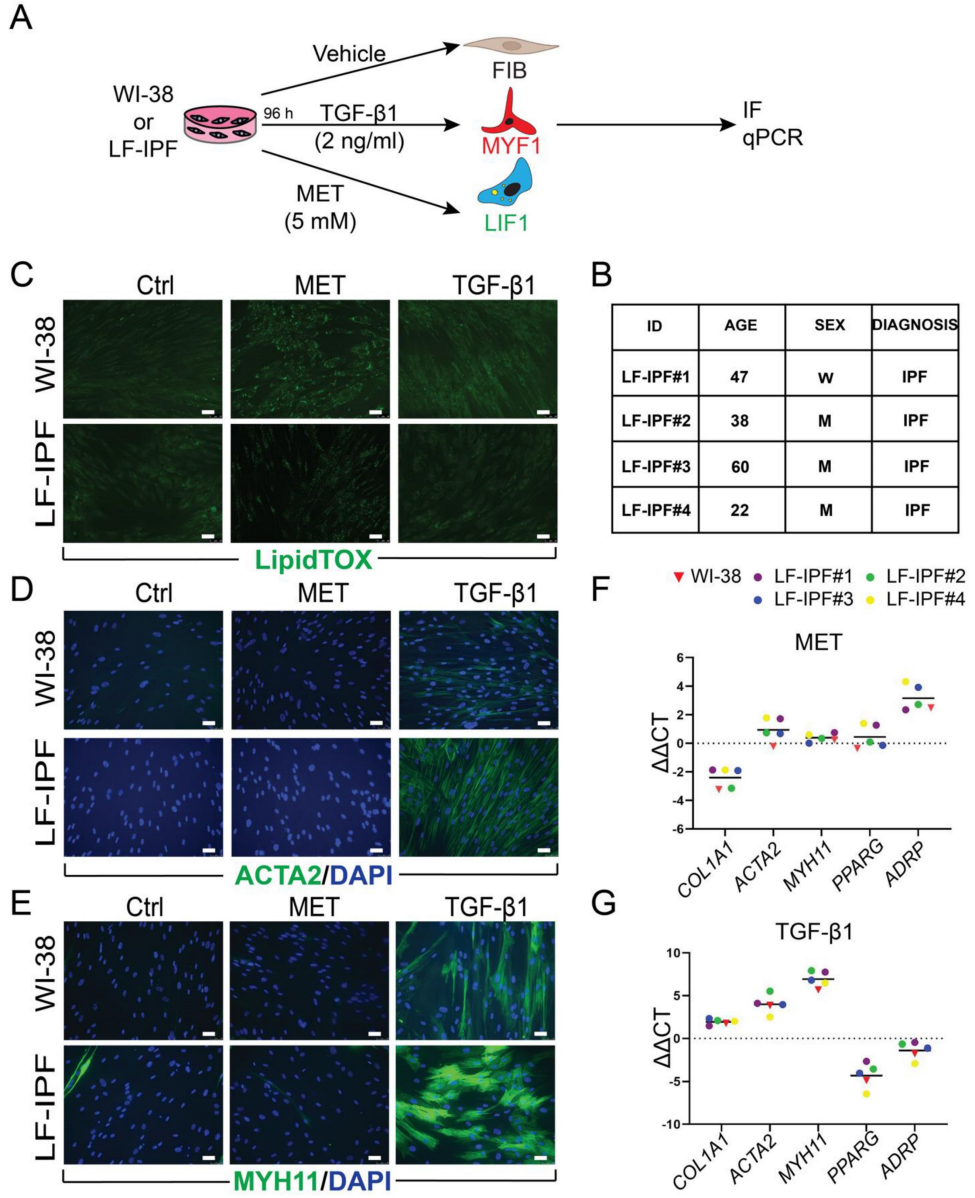
** WI-38 and primary lung fibroblasts from idiopathic pulmonary fibrosis patients (LF-IPF) display similar phenotypical and gene expression response to TGF-β1 and Metformin treatment. (A)** Experimental approach. **(B)** details on the 4 different LF-IPF used for the study. **(C)** IF for LipidTox™. **(D)** IF for ACTA2. **(E)** IF for MYH11. **(F)** qPCR for Metformin vs. vehicle WI-38 and LF-IPF samples. **(G)** qPCR for TGF-β1 vs. vehicle WI-38 and LF-IPF samples. Scale bar C-E: 50 μm.

**Figure 2:**
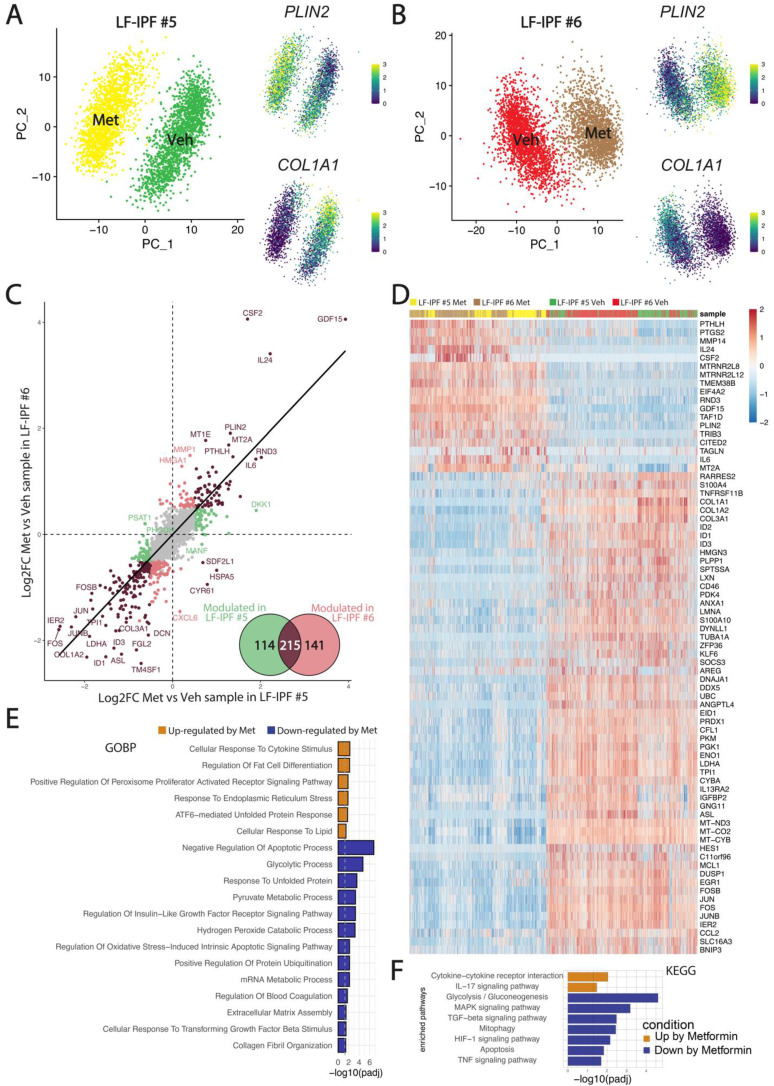
** Impact of Metformin treatment on LF-IPF: a scRNA-seq analysis. (A-B)** UMAP integrating vehicle and Metformin treated LF-IPF for the 2 independent samples considered. Please note that the expression of *COL1A1* and *PLIN2* is drastically decreased and increased by Metformin treatment, respectively. **(C)** Correlation of the Metformin response in the LF-IPF. The log2 Fold change (Metformin/Vehicle) for each gene is plotted. Brown dots correspond to genes significantly modulated in both LF-IPF#5 and LF-IPF#6. Green and red dots correspond to genes significantly modulated in either LF-IPF#5 and LF-IPF#6, respectively. Venn diagram shows the genes modulated by Metformin in the 2 LF-IPF. **(D)** Heatmap integrating the 4 samples showing the main gene markers for each condition. **(E-F)** Functions and pathway enrichment analysis on differentially regulated genes between Metformin and Control. GOBP: Gene Ontology Biological Processes; KEGG: Kyoto Encyclopedia of Genes and Genome pathways.

**Figure 3:**
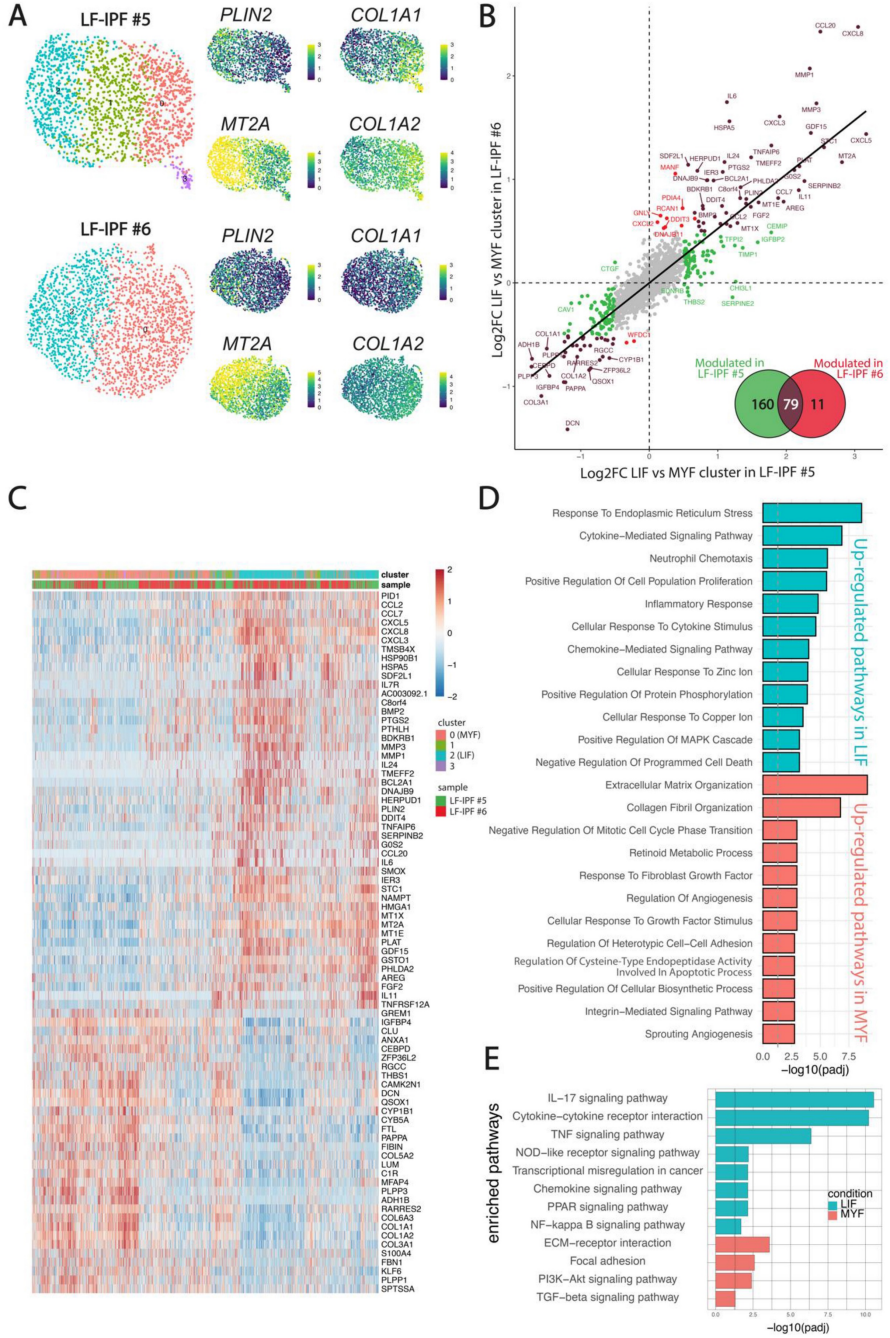
** Evidence for presence of LIF and MYF clusters in non-treated LF-IPF samples. (A)** UMAP for the two independent vehicle-treated LF-IPF. Corresponding heatmap and expression of *COL1A1/COL1A2* and *PLIN2/MT2A* suggest the simultaneous presence of MYF and LIF in LF-IPF samples. **(B)** Correlation of the LIF vs MYF genes in the 2 LF-IPF. The log2 Fold change (MYF vs LIF) for each gene is plotted. Brown dots correspond to genes significantly modulated in both LF-IPF#5 and LF-IPF#6. Green and red dots correspond to genes significantly modulated in either LF-IPF#5 and LF-IPF#6, respectively. The Venn diagram shows the differentially expressed genes between the MYF and the LIF clusters in the 2 LF-IPF. **(C)** Heatmap integrating the 2 samples showing the main gene markers for each subclusters. Note the strong similarity between the LIF and MYF clusters for the 2 independent LF-IPF. **(D-E)** Functions (GOBP) and pathway (KEGG) enrichment analyses on differentially regulated genes between the LIF and the MYF clusters.

**Figure 4:**
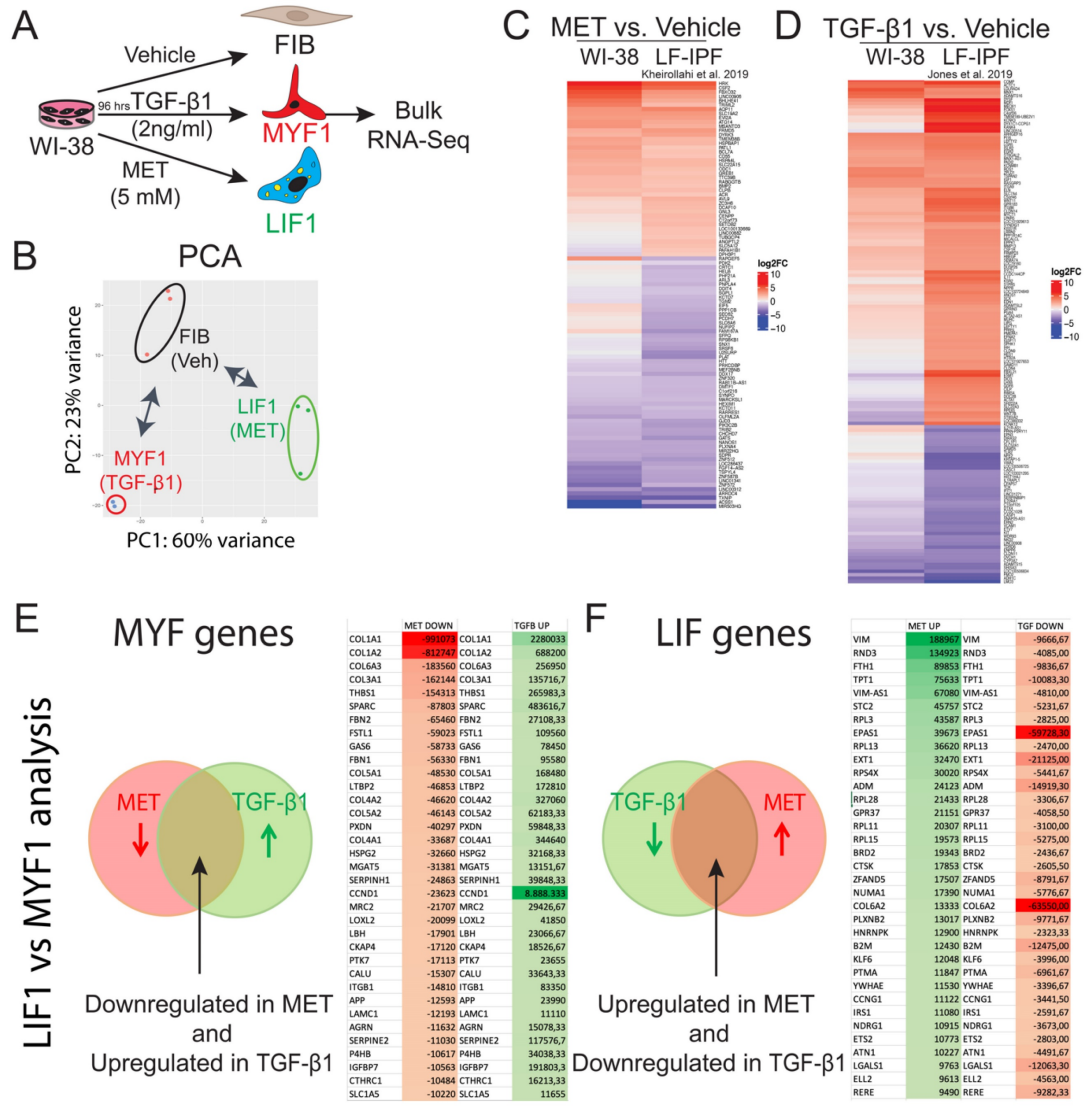
** Bulk RNA-Seq analysis of W-I38 and LF-IPF treated with Metformin or TGF-β1 indicate similar transcriptomic changes. (A)** Experimental approach. **(B)** PCA analysis FIB n = 2, LIF n = 3, MYF n = 2. **(C)** Comparison of Metformin vs Vehicle treatment for WI-38 and LF-IPF using historical data 31. n = 3. **(D)** Comparison of TGF-β1 vs Vehicle treatment for WI-38 and LF-IPF using historical data 32. n = 3. **(E)** Top 35 genes simultaneously upregulated by TGF-β1 and downregulated by Metformin **(F)** Top 35 genes simultaneously downregulated by TGF-β1 and upregulated by Metformin.

**Figure 5:**
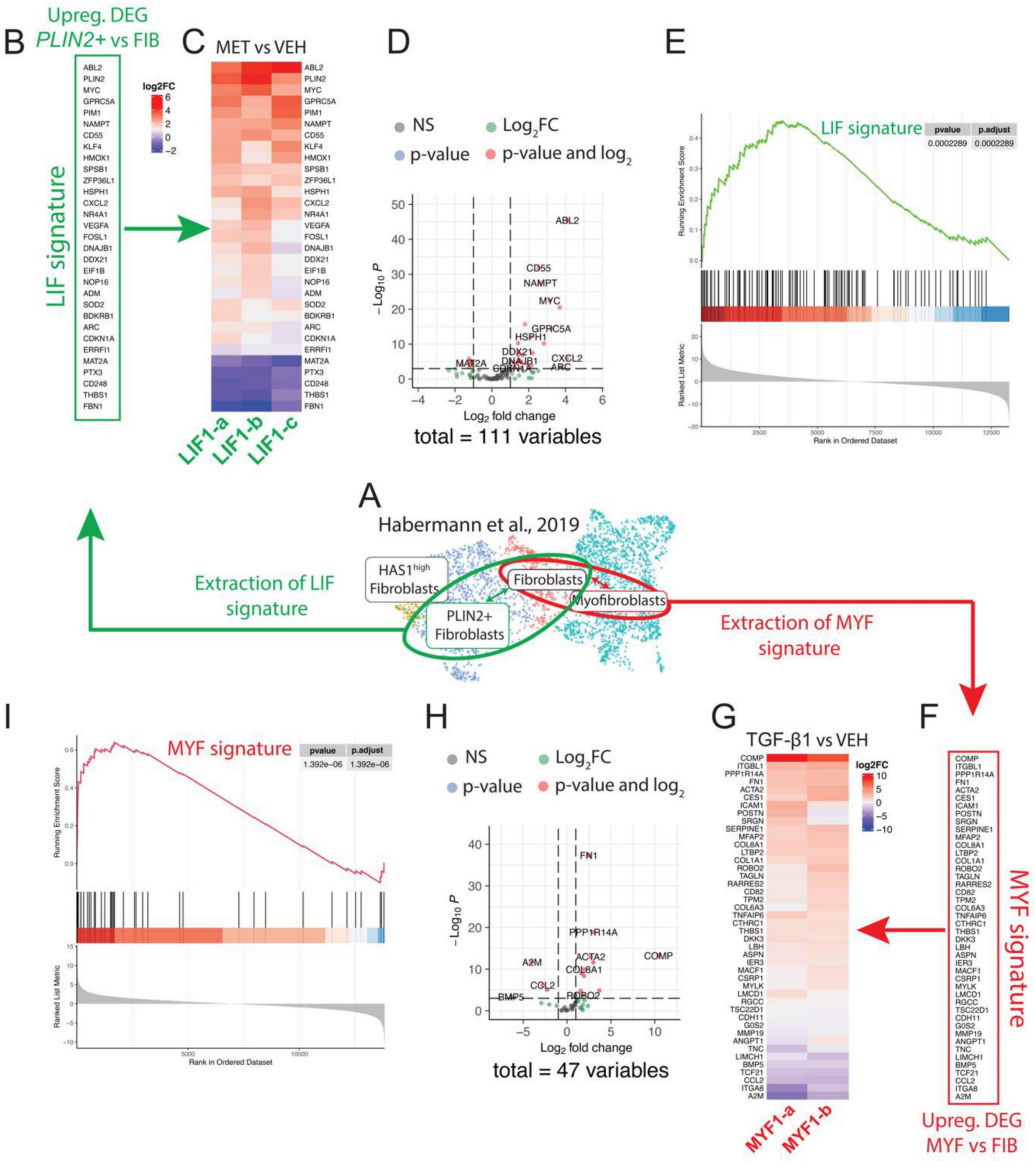
** Conservation of the LIF and MYF signature extracted from Habermann *et al.* scRNA-Seq dataset in WI-38 cells treated with Metformin or TGF-β1, respectively. (A)** UMAP of the Habermann dataset, scRNA-seq showing *PLIN2*+ fibroblasts, Fibroblasts and Myofibroblasts. **(B)** Extraction of the LIF signature by comparing *PLIN2*+ fibroblasts and Fibroblasts. **(C)** Heatmap showing the expression of the LIF signature in Metformin- vs Vehicle-treated WI-38 cells, n = 3. **(D)** Corresponding Volcano plot. **(E)** Corresponding GSEA analysis. **(F)** Extraction of the MYF signature by comparing Myofibroblasts and Fibroblasts. **(G)** Heatmap showing the expression of the MYF signature in TGF-β1 vs Vehicle-treated WI-38 cells, n = 2. H) Corresponding Volcano plot. I) Corresponding GSEA analysis.

**Figure 6:**
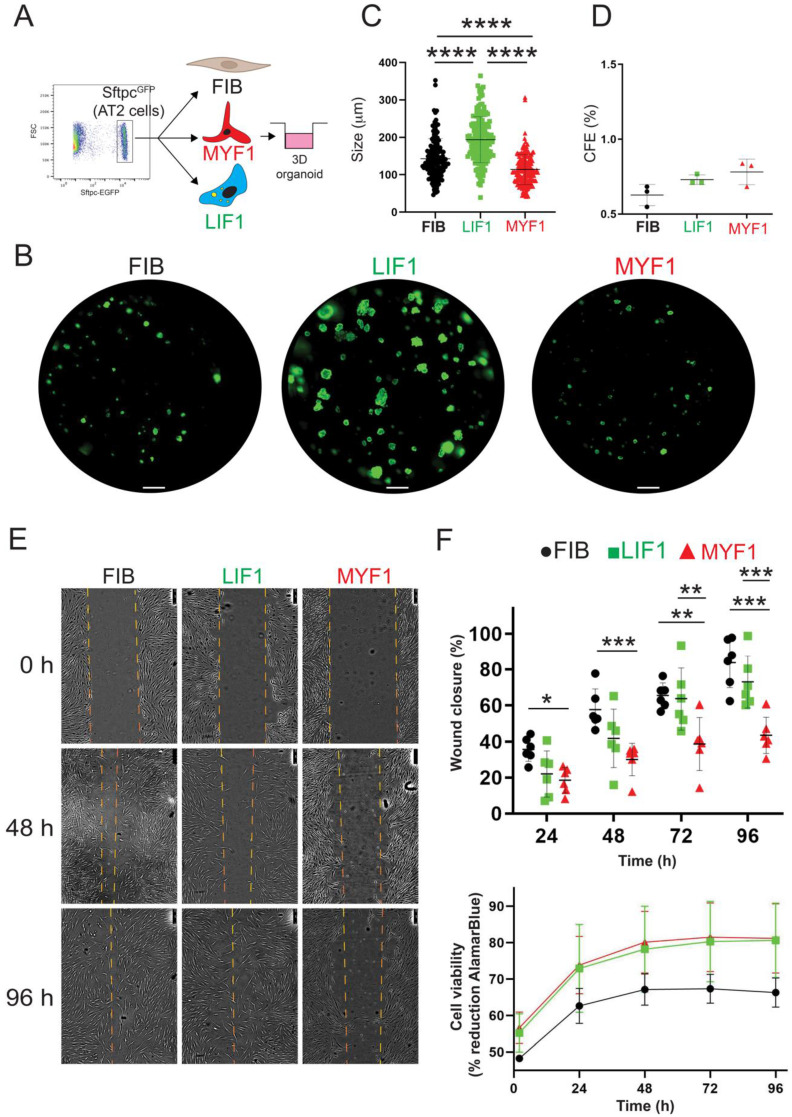
** Alveolosphere assays indicate that LIF1 enhance organoid growth while MYF1 elicit organoid growth inhibition. (A)** Experimental approach. **(B)** Organoids generated with FIB, LIF1 and MYF1. Quantification of organoid **(C)** size and **(D)** Colony forming efficiency, n = 3. **(E)** Scratch assay. **(F)** Wound closure quantification and cell viability n = 6. *P* values * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001. Scale bar B: 1000 μm, E: 250 μm.

**Figure 7:**
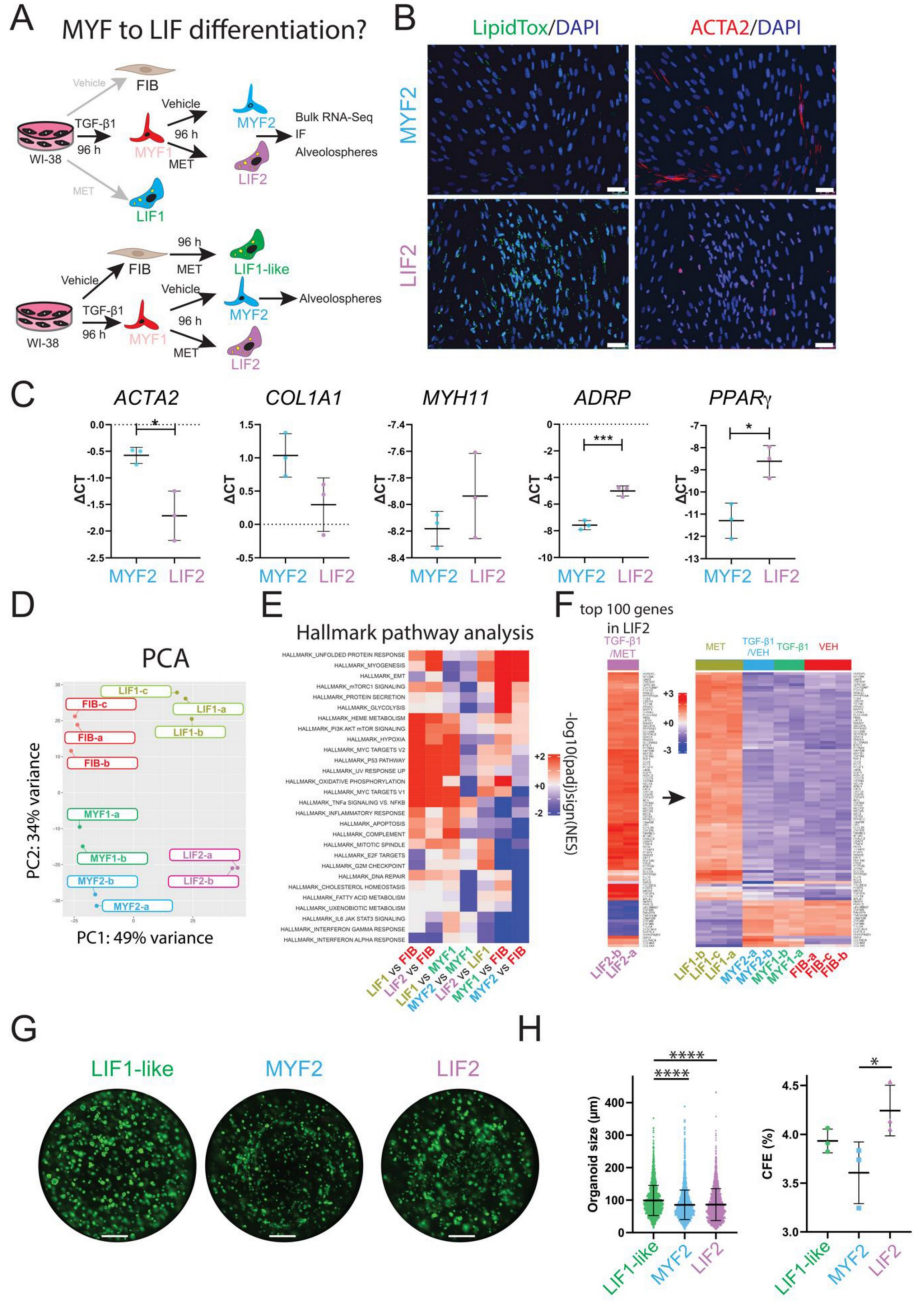
** Evidence for MYF to LIF differentiation**. **(A)** Experimental approach. **(B)** IF for LipidTox™ and ACTA2 in MYF2 and LIF2, n = 3. **(C)** qPCR expression of MYF and LIF markers, n = 3. **(D)** PCA graph comparing FIB, LIF1, MYF1, LIF2 and MYF2. **(E)** Hallmark pathway analysis. **(F)** Heatmap showing the expression of the top 100 regulated genes in LIF2 and the expression of these genes in LIF1, MYF2, MYF1 and FIB. **(G)** An alveolosphere assay shows the organoids corresponding to co-culture of LIF1-like, LIF2, and MYF2 with Sftpc^GFP+^ cells at day 14. **(H)** Quantification of organoid size and colony formation efficiency, n = 3. *P* values * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001. Scale bar B: 50 μm and G:1250 μm.

**Figure 8:**
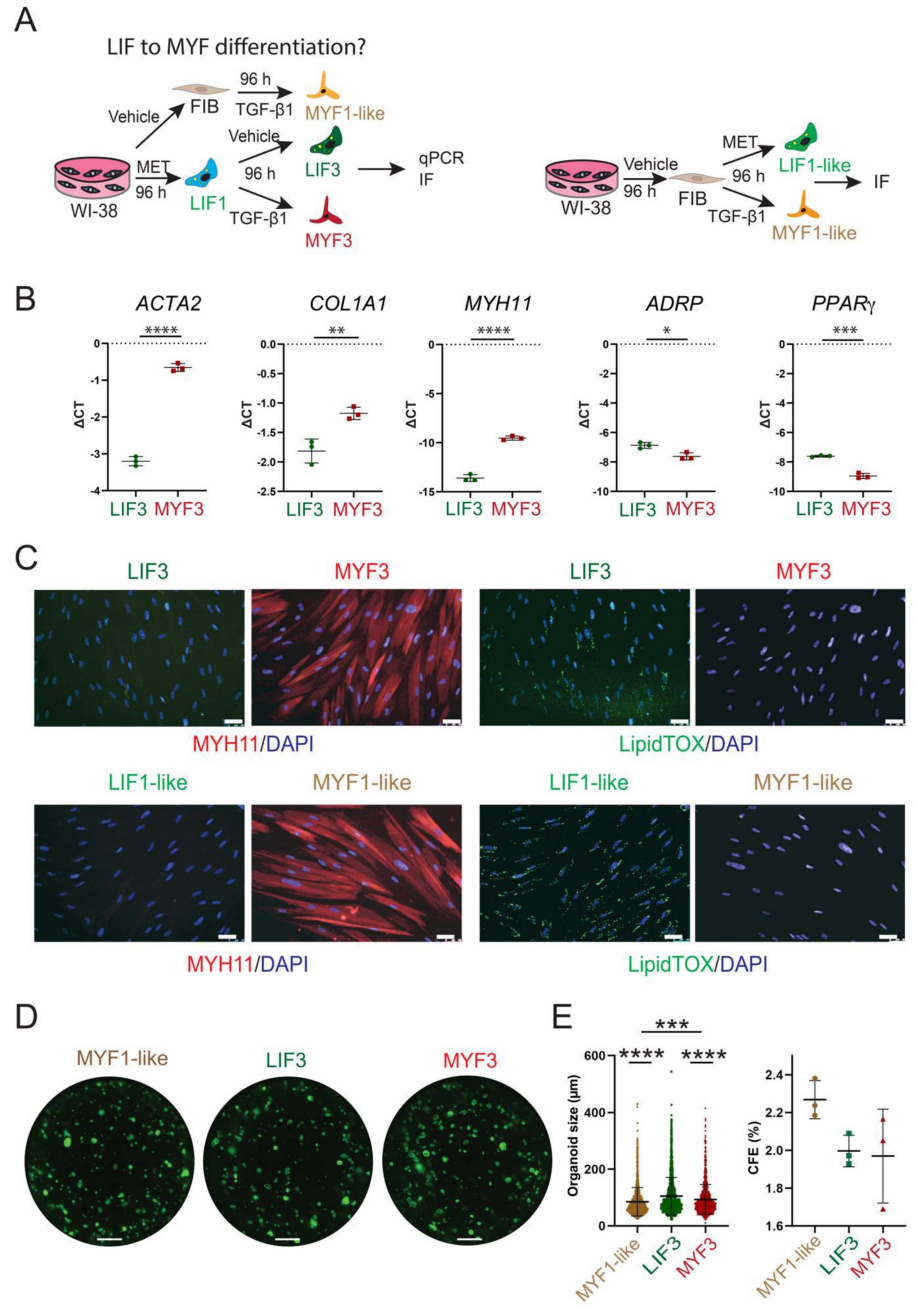
** Evidence for LIF to MYF differentiation. (A)** Experimental approach. **(B)** qPCR expression of MYF and LIF markers, n = 3. **(C)** IF for MYH11 and LipidTox™, n = 3. **(D)** An alveolosphere assay shows the organoids corresponding to co-culture of MYF1-like, LIF3, and MYF3 with Sftpc^GFP+^ cells at day 14. **(E)** Quantification of organoid size and colony formation efficiency, n = 3. *P* values * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001; **** *P* < 0.0001. Scale bar C: 50 μm and D: 1250 μm.

**Table 1:** Primer sequences used for qPCR analysis.

Gene	Forward primer sequence	Reverse primer sequence
ACTA2	5' -CTG TTG CAG CCA TCC TTC AT- 3'	5' -TCA TGA TGC TGT TGT AGG TGG- 3'
ADRP	5' -TCA GCT CCA TTC TAC TGT TCA CC- 3'	5' -CCT GAA TTT TCT GAT TGG CAC- 3'
COL1A1	5' -ATG TTC AGC TTT GTGGAC CTC- 3'	5' -CTG TAC GCA GGT GAT TGG TG- 3'
PPARγ	5' -TTG CTG TCA TTA TTC TCA GTG GA- 3'	5' -GAG GAC TCA GGG TGG TTC AG- 3'
MYH11	5' -GCA GCT ACA GGC TGA AAG GA- 3'	5' -CCT CCA GCT GTT CTT CAA GG- 3'
GAPDH	5' -GAA AGC CTG CCG GTG ACT AA- 3'	5' -GCC CAA TAC GAC CAA ATC AGA G- 3'

**Table 1:** List of the forward and reverse primers used in the qPCR analysis: *ACTA2*, *COL1A*, and *MYH11* as MYF markers; *ADPR*, and *PPARγ* as LIF markers. *GAPDH* serves as a housekeeping gene.

**Table 2:** Nucleotide sequence of the 4 HTOs used for Cell Hashing.

HTO_BC1: AGGACCATCCAA
HTO_BC2: ACATGTTACCGT
HTO_BC3: AGCTTACTATCC
HTO_BC4: TCGATAATGCGA

How the deposited data were processed for this re-analysis (not part of the article)

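Polyadenylated RNA of the human lung fibroblast line WI-38 was sequenced in 5 groups. FIB (3 libraries) had vehicle for 96 h, LIF1 (3 libraries) 5 mM metformin for 96 h and MYF1 (2 libraries) 2 ng/ml TGF-β1 for 96 h. MYF2 and LIF2 (2 libraries each) had TGF-β1 for 96 h and then vehicle or 5 mM metformin for 96 h. The groups were taken from the labels of the deposited samples.

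The authors made the counts with the nf-core RNA-seq pipeline, version 3.7, under Nextflow 23.04.03, with reads assigned on hg38, and deposited whole-number counts per gene symbol, without normalization, in 2 tables of 8 and 4 libraries. The methods give bcl2fastq 2.19.0.316 and the submitters' processing notes bcl2fastq 2.20.0.422 for the conversion of base calls. The authors' tests were run with DESeq2. The libraries were made with a directional kit and the pipeline was run with standard parameters. Neither the aligner nor the strand setting of the counting is named in the sources used here. Library totals ran from 25970093 to 34370651 counts. Replicates of a group had correlations of 0.959 to 0.992 across genes on the log2 scale, and a chi-square per degree of freedom of 11.4 to 156, so replicates differed by more than counting error.

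From these counts, genes were filtered with edgeR's filterByExpr and library sizes were scaled by TMM. LIF1 and MYF1 were compared with FIB in a fit of the 8 libraries of the first table (14413 genes, biological coefficient of variation 0.278), and the other comparisons were made in a fit of all 12 libraries (14644 genes, 0.239). These were LIF2 against MYF2, FIB and LIF1, MYF2 against FIB and MYF1, and the difference between the metformin effect in LIF2 against MYF2 and that in LIF1 against FIB. Genes were called by edgeR's quasi-likelihood F-test, two-sided, at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of F. CPM are counts scaled to the library size after TMM, with a prior count of 2 where logarithms were taken. The ratios of CPM with counting intervals and the summed CPM of SMN1 and SMN2 used library totals without TMM. Genes given as examples were named by the study, belong to a list, or were among the called genes of largest change with a mean of at least 5 CPM over the compared libraries and no overlap between the groups. Principal components were computed from DESeq2's variance-stabilized values of all genes tested. The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9.

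A check of pairing compared each library's deviations from its group mean with those of the libraries of the same number in the sample titles. FIB and LIF1 libraries of the same number had correlations of 0.378 to 0.499 across genes, against -0.370 to -0.0278 for other numbers. The paper does not state a pairing, so the comparisons are unpaired and a fit with the number as a block is an alternative.

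38 lists of genes, the comparisons, the tests and most alternatives were fixed before the data were examined. The alternatives were DESeq2's size factors and DESeq2's Wald test, no filter or a filter at a mean of 50 counts, counts thinned to the smallest library, an absolute log2 fold change of at least 1, each library left out in turn, the replicate number of the titles or of the descriptions as a block, only the compared groups in the fit, and all 12 libraries in the fit. Added later were limma-voom, a block with only FIB and LIF1, offsets for exon GC content and exon length, and library sizes without the 10 most abundant genes. For single genes, the ranges over all settings leave out limma-voom, these offsets and these library sizes. The principal components were also computed from 500 genes of highest variance and from log2 CPM. The lists were also tested with limma's camera. At its preset correlation of 0.01, 18 of 37 lists passed in LIF1 and 20 in MYF1 against FIB and 11 in LIF2 against MYF2. With an estimated correlation no list passed, and the smallest adjusted p was 0.258, 0.254 and 0.740. The list of mitochondrially encoded genes could not be tested, as none of its genes is among the genes tested.

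The fits were tested on simulated data of the same sizes and dispersion, with 100 genes changed 2-fold and 100 changed 4-fold. Between MYF2 and FIB 39% and 83% of them were called, and for the difference of the 2 metformin effects 5% and 68%, with 4 false calls. The shares called in simulated data need not hold where many more genes change. No library was left out of the comparisons. Single-cell data of human lung, data of cultured IPF fibroblasts, qPCR and images are not among the tables used here, and the pathway sets of the study were not available, so its pathway results are set beside lists of genes.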

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

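The 2 tests of read assignment, the bound from the shares of abundant genes and the splits of the libraries were chosen after their results were seen, and the corrections for GC content and length and for the most abundant genes were added after the first results.

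After TGF-β1, metformin lowered COL1A1 less (-1.12 ± 0.31 in LIF2 against MYF2) than without TGF-β1 (-3.85 ± 0.30 in LIF1 against FIB), a difference of 2.74 ± 0.41 (adjusted p = 0.00390) by edgeR. A bias with GC content or gene length as the whole cause is argued against by 2.60 (adjusted p = 0.00458) after correction. A few abundant genes as the whole cause are argued against by their shares: the 10 most abundant genes held at most 19.0% of the counts in a library of these 4 groups, which allows a shift of at most 0.83 in the difference, where 1.74 would be needed to bring it to 1, and without them in the library sizes it was 2.78 (adjusted p = 0.00372). Over all settings the difference was 2.53 to 2.92 (adjusted p = 1.18e-13 to 0.0316). TGF-β1 before metformin, the longer culture and the table stay open as candidate explanations, as the design changes them together.

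FKBP5 and TSC22D3, which glucocorticoids induce in many cells, rose with metformin in LIF2 and had 0.69 and 0.02 in LIF1 (adjusted p = 0.0783 and 0.956), a difference of 6.22 ± 0.40 (adjusted p = 0.000103) for FKBP5 and 4.45 ± 0.37 (adjusted p = 0.000580) for TSC22D3. FKBP5 had 19 and 27 counts in MYF2 and 2696 and 2493 in LIF2, and a bias with GC content or gene length as the whole cause is argued against by 6.41 (adjusted p = 0.000113) after correction (5.92 to 6.45 over all settings, adjusted p = 7.48e-42 to 0.00288). Both belong to a first list of 11 such genes, whose values had been seen. Of this list, 5 of the 10 genes tested also rose in LIF1 against FIB and 0 fell. In LIF2 against MYF2, 11 of 11 rose, and 6 had a larger response than in LIF1 (11 adjusted over the list alone). An active glucocorticoid receptor in the LIF2 libraries may be the cause of these larger responses. Over a second list of 18 such genes, written before its values were seen, the median difference was 0.54 and 0 genes had a larger and 0 a smaller response by edgeR adjusted over the list alone (1 and 0 over all genes), while the median in LIF2 against MYF2 was -0.53 (3 rose, 6 fell), which leaves this open.

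SMN1 stood at 0 counts in every library of the first table and at 678 to 1355 in the second, and its near-identical copy SMN2 at 743 to 1263 and 0 to 199. 7 other genes, among them RBM5-AS1 and HIF1A-AS2, were at 0 in the second table with at least 1 CPM in each library of the first. For SMN1 and SMN2 a change of expression between MYF1 and MYF2 is argued against by the summed CPM, with a log2 ratio of -0.16 in MYF2 over MYF1, so reads may have been assigned differently in the 2 tables. Of 420 antisense genes, 6.67% were lower in MYF2 than in MYF1 (28 lower, 5 higher), against 2.22% of 12594 protein-coding genes, which could come from a different strand setting. VIM-AS1 went the other way, with 31 and 22 counts in MYF1 and 146 and 158 in MYF2 (adjusted p = 0.0132). The settings themselves stay open, as the tables do not hold the reads.

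The 2 metformin effects differed in 1817 genes (690 more positive and 1127 more negative in LIF2), and this count was 376 to 956 without FIB replicate 1, MYF2 replicate 1 or 2 or LIF2 replicate 1 or 2. COL1A2 had a difference of 1.81 ± 0.35 (adjusted p = 0.0109), which did not pass without MYF2 replicate 1 (adjusted p = 0.0654, and 1.29e-07 to 0.0654 over all settings). PPARG had a difference of 2.11 ± 0.34 (adjusted p = 0.00515). In the list of genes of G2 and M phase, 9 of 30 responded more positively after TGF-β1 (25 adjusted over the list alone), and the count was 1 to 5 without FIB replicate 1, MYF2 replicate 1 or 2 or LIF2 replicate 1 or 2 and 15 to 23 without LIF1 replicate 3 or MYF1 replicate 1 or 2 or with DESeq2, the replicate block, the description block or only the compared groups. In the list of replication and G1 to S phase, 12 of 32 did so (16 adjusted over the list alone). With vehicle in place of metformin after TGF-β1, in MYF2 against FIB, 5 of the G2 and M genes fell and 0 rose (14 fell adjusted over the list alone). Of the replication genes, 14 fell and 0 rose there (25 fell adjusted over the list alone). In LIF2 against FIB, 9 G2 and M genes fell and 2 rose, and 13 replication genes fell and 6 rose. Table, time and condition cannot be told apart in these comparisons with FIB. NGFR, a receptor of neurotrophins, rose with 9.04 in LIF1 and 10.31 in LIF2 on the log2 scale, a ratio of CPM of 527 (95% counting interval 206 to 1937) and 1179 (95% counting interval 403 to 5717). RRAGD, a GTPase of mTORC1 signalling, rose with 8.43 and 6.43, a ratio of 326 (95% counting interval 139.5 to 1006) and 75.8 (95% counting interval 42.2 to 152). These intervals cover counting error alone, without the spread between libraries. The ratios used library totals without TMM, unlike the log2 fold changes beside them.

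The 6203 genes changed between FIB and LIF1 by edgeR stand beside a highest count of 0 in the other splits of the 6 libraries (DESeq2 was not run on them), where 23 to 901 genes had an unadjusted p under 0.05. 10 splits, of which 1 reached the real count, are too few for a share under 0.05. The 3 other splits that part all 3 pairs of equal number had 23, 100 and 111 genes at an unadjusted p under 0.05, and the real one 7423. Every split but the real one mixes FIB and LIF1 libraries within its groups. The metformin effect then adds to the spread within groups and lowers the counts. The splits thus cannot show how many genes would be called without a treatment effect.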

How the results depend on the processing

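The fits with limma-voom and with the block on FIB and LIF1 alone were chosen after the first results. Of 1236 results of single genes, 736 kept their call in every setting run on them, 450 lost it in at least 1, 50 gained it in at least 1 and 0 turned direction. At an absolute log2 fold change of at least 1 the changed genes were 3465 in LIF1 against FIB, 4991 in LIF2 against MYF2, 1459 in MYF2 against FIB and 2715 in LIF2 against LIF1. DESeq2 called 1406 genes in MYF1 against FIB and 1609 in MYF2 against MYF1, and gave 111 genes raised by TGF-β1 and lowered by metformin and 86 with the opposite changes. With the replicate number as a block these 4 counts were 855, 1409, 91 and 50, and with the number of the descriptions MYF2 differed from MYF1 in 1421 genes. Over 1236 results of single genes the block by the number of the titles lost 17 calls and gained 14. Libraries of FIB and MYF1, of LIF1 and MYF1 and of MYF2 and LIF2 share only a number, as their deviations from the group means had correlations of -0.173 to 0.264, -0.147 to 0.168 and -0.0581 at equal numbers, and what the block takes up there was not tested. With all 12 libraries in the fit, MYF1 differed from FIB in 1107 genes, with 99 and 69 of opposite change. With only the compared groups, LIF2 differed from LIF1 in 3259 genes and MYF2 from MYF1 in 1354. limma-voom called 6269 genes in LIF1 and 425 in MYF1 against FIB, and the block on FIB and LIF1 alone 7526 in LIF1. On all 5 groups PC1 held 46.2% of the variance with log2 CPM, and PC2 33.1% with 500 genes of highest variance.

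With each library left out in turn, the count in MYF1 against FIB was 37 (without FIB replicate 1) to 575 (without LIF1 replicate 2), in MYF2 against FIB 442 (without MYF2 replicate 1) to 3270 (without LIF1 replicate 3), in LIF2 against LIF1 2494 (without LIF2 replicate 2) to 5762 (without LIF1 replicate 2) and in MYF2 against MYF1 52 (without MYF2 replicate 2) to 1203 (without LIF1 replicate 2). The genes whose metformin response differed numbered 376 (without MYF2 replicate 1) to 2495 (without LIF1 replicate 2). Genes raised by TGF-β1 and lowered by metformin numbered 1 (without FIB replicate 1) to 39 (without LIF1 replicate 2), and those of opposite change 2 (without FIB replicate 1) to 43 (without LIF1 replicate 2).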

Differences from the paper's values

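The tests named in this part were chosen before their results were seen. The shares of variance on PC1 and PC2 of FIB, LIF1 and MYF1 (the paper gives 60% and 23%, the counts 55.9% and 21.4%) lay within the error of leaving out single libraries. On all 5 groups the paper's figure gives 49% on PC1 and 34% on PC2, and the counts 51.1% (jackknife error 4.91) and 22.8% (jackknife error 3.18). PC2 lay further from the paper's value than this error, and held 33.1% with 500 genes of highest variance and 24.0% with log2 CPM. With these 500 genes PC1 of all 5 groups held 49.5%, and PC1 and PC2 of FIB, LIF1 and MYF1 held 59.6% and 23.2%. Each of these shares lay nearer to the paper's value than that from all genes tested. The paper describes its PCA of FIB, LIF1 and MYF1 as made on the total genes.

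The paper lists 13 genes in its text as raised by TGF-β1 and lowered by metformin. By edgeR, 2 of them rose in MYF1 and 0 fell (9 and 0 adjusted over the list alone). Their median log2 fold change was 0.95, in the direction the paper gives. With DESeq2 7 rose, and 5 with the replicate number as a block or all 12 libraries in the fit. GAS6, one of the 13, had -0.43 ± 0.51 (adjusted p = 0.525, and 0.164 to 0.790 over all settings) in LIF1. In MYF1 it had 0.42 ± 0.56 (adjusted p = 0.714, and 0.291 to 0.966 over all settings), and no setting run on single genes called it in either. LBH had 0.76 ± 0.39 (adjusted p = 0.323, and 0.146 to 0.682 over all settings) in MYF1, and no setting run on single genes called it there.

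The paper lists VIM, RND3, FTH1 and CTSK as lowered by TGF-β1. In MYF1 against FIB, VIM had -0.07 ± 0.26 (adjusted p = 0.906, and 0.697 to 0.966 over all settings), RND3 -0.20 ± 0.22 (adjusted p = 0.662, and 0.435 to 0.878 over all settings), FTH1 -0.14 ± 0.25 (adjusted p = 0.798, and 0.579 to 0.961 over all settings) and CTSK -0.54 ± 0.36 (adjusted p = 0.437, and 0.267 to 0.913 over all settings), and no setting run on single genes called them. For VIM-AS1, which the paper describes as expressed together with VIM in LIF1, the value in LIF1 was -0.85 ± 0.49 (adjusted p = 0.196, and 0.0826 to 0.379 over all settings), and no setting run on single genes called it.

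The paper describes an upregulation of the MYF signature with TGF-β1. Of 7 signature genes that it names, 4 rose in MYF1 by edgeR and 0 fell (5 and 0 adjusted over the list alone), with a median of 2.68. CES1, which it names, had 3.67 ± 0.87 (adjusted p = 0.0671, and 0.000794 to 0.347 over all settings) in MYF1 and passed without LIF1 replicate 3, without the filter on low counts or with DESeq2, the replicate block or all 12 libraries. CTHRC1 had 0.91 ± 0.39 (adjusted p = 0.244, and 0.0261 to 0.564 over all settings) and passed without FIB replicate 2.

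The paper reports inflammatory and interferon pathways as decreased in MYF1 against FIB. Of 37 interferon-stimulated genes, 37 did not pass in MYF1 by edgeR, and with DESeq2 4 fell and 1 rose. Adjusted over the list alone, 3 fell and 0 rose, and the median was -0.25, with an adjusted p by limma's camera of 0.0561 at the preset correlation and 0.639 with an estimated one. Of 27 genes of NF-κB and inflammation, 1 fell, 1 rose and 25 did not pass (4 fell and 1 rose adjusted over the list alone). Their median was -0.84, in the direction the paper gives as for the interferon list, and limma's camera gave an adjusted p of 0.00234 at the preset correlation and 0.390 with an estimated one. The lists differ from the study's pathway sets.

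The paper describes the top 100 genes of LIF2 as regulated in the opposite direction in MYF2, MYF1 and FIB, without saying how they were chosen. The 100 genes counted here are those of smallest p in LIF2 against MYF2 and need not be the paper's. In MYF2 against FIB 15 of them were called in the opposite direction, 11 in the same direction and 74 did not pass, and in MYF1 against FIB 99 did not pass. The paper's heatmap shows levels in each group, and these tests compare groups with FIB.

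The legend of Figure 4B gives n = 2 for FIB, where the table holds 3 libraries.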

Other observations

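The tests in this part were chosen before their results were seen, apart from the comparisons across the 2 backgrounds in the next paragraph, which were chosen after.

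The log2 fold changes of LIF1 against FIB and of LIF2 against MYF2, which share no library, had a Pearson r of 0.713 and a Spearman rho of 0.740 across 14413 genes, which are not independent replicates. Of 4770 genes called in both by edgeR, 4689 (98.3%) had the same direction and 81 the opposite. Of the genes that TGF-β1 raised in MYF1, 64 were lower in LIF2 than in MYF2, 36 higher and 92 did not pass. Of the genes that it lowered, 37 were higher, 34 lower and 98 did not pass. Of all 14644 genes, 3768 were higher and 3798 lower in LIF2 than in MYF2.

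Of 78 cytosolic ribosomal proteins, 75 rose and 3 did not pass in LIF1 against FIB (78 rose adjusted over the list alone), with RPS15A of the small subunit at a log2 fold change ± standard error of 0.92 ± 0.18 (adjusted p = 0.00409). In LIF2 against MYF2, 73 rose and 5 did not pass (78 rose adjusted over the list alone), with RPS15A at 0.93 ± 0.20 (adjusted p = 0.00262). Those that rose numbered 32 to 39 without FIB replicate 1 or 2 in LIF1 and 5 to 22 without MYF2 replicate 1 or 2 or LIF2 replicate 2 in LIF2. The estimated correlation between these genes was 0.929 in LIF1 and 0.934 in LIF2, so their counts do not come from independent genes. With it, limma's camera gave an adjusted p of 0.738 in LIF1 and 0.921 in LIF2. At the preset correlation it gave 2.64e-09 and 1.22e-05.

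Of 30 genes of G2 and M phase, 21 fell and 9 did not pass in LIF1 (22 fell adjusted over the list alone), with MKI67, a marker of dividing cells, at -3.29 ± 0.64 (adjusted p = 0.00399) (-4.46 without LIF1 replicate 3). Those that fell numbered 13 without LIF1 replicate 1. Of 32 genes of replication and the G1 to S phase, 17 fell and 15 did not pass (18 fell adjusted over the list alone) in LIF1, with MCM3, a part of the replication helicase, at -1.58 ± 0.21 (adjusted p = 0.000628). In LIF2 against MYF2, of the G2 and M genes 5 rose and 25 did not pass (3 rose adjusted over the list alone) and of the replication genes 12 rose, 9 fell and 11 did not pass (12 rose and 9 fell adjusted over the list alone). G2 and M genes that rose numbered 2 to 3 without MYF2 replicate 1 or LIF2 replicate 1 or 2 and 12 with only the compared groups. Replication genes that fell numbered 4 without LIF2 replicate 2.

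Of 18 genes of fatty acid synthesis, 3 fell and 15 did not pass in LIF1 (3 fell adjusted over the list alone), with ELOVL6, an elongase, at -2.68 ± 0.38 (adjusted p = 0.000925). Those that fell numbered 5 to 8 without LIF1 replicate 2 or 3 or with the replicate block or the block on FIB and LIF1 alone. Of 25 genes of cholesterol synthesis, 6 fell and 19 did not pass in LIF1, and 25 did not pass adjusted over the list alone. Those that fell numbered 1 to 2 without FIB replicate 1 or 2 or LIF1 replicate 1 or 3 and 10 to 12 without FIB replicate 3 or with the replicate block or the block on FIB and LIF1 alone. Of 23 genes of beta oxidation, 2 rose, 4 fell and 17 did not pass (1 rose and 4 fell adjusted over the list alone) in LIF1, with CPT2, a carnitine transferase of mitochondria, at -4.20 ± 0.38 (adjusted p = 0.000134). Those that rose numbered 1 without FIB replicate 1, 2 or 3, LIF1 replicate 1 or MYF1 replicate 1 or 2, without the filter on low counts or with DESeq2's size factors, the stricter filter or only the compared groups and 4 with all 12 libraries. In LIF2 against MYF2, of the fatty acid synthesis genes 2 rose, 6 fell and 10 did not pass (2 rose and 6 fell adjusted over the list alone), of the cholesterol genes 3 rose, 1 fell and 21 did not pass (0 adjusted over the list alone) and of the beta oxidation genes 5 rose, 3 fell and 15 did not pass (5 rose and 3 fell adjusted over the list alone). Fatty acid synthesis genes that rose numbered 0 to 1 without MYF2 replicate 1 or 2 or LIF2 replicate 1 and 4 with the replicate block, the description block or only the compared groups. Cholesterol genes that rose numbered 0 without MYF2 replicate 1 or 2 or LIF2 replicate 1 or 2 and 5 to 7 without FIB replicate 3 or with only the compared groups. Cholesterol genes that fell numbered 0 without FIB replicate 1, MYF2 replicate 1 or 2 or LIF2 replicate 1 or 2 and 3 to 9 without FIB replicate 3 or with the replicate block, the description block or only the compared groups. Beta oxidation genes that rose numbered 3 without MYF2 replicate 1 and 10 with only the compared groups. Beta oxidation genes that fell numbered 5 with only the compared groups.

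Of 37 subunits of respiratory complex I, 12 rose, 2 fell and 23 did not pass in LIF2 against MYF2 (12 rose and 2 fell adjusted over the list alone), with NDUFS4, an assembly subunit, at 1.59 ± 0.19 (adjusted p = 5.04e-05). Those that rose numbered 6 without MYF2 replicate 2 or LIF2 replicate 2, and those that fell 1 without MYF2 replicate 1 or 2 or LIF2 replicate 1 or 2. Of 30 genes of the unfolded protein response, 3 rose, 15 fell and 12 did not pass (4 rose and 16 fell adjusted over the list alone), with SEL1L, a part of a ubiquitin ligase, at -2.21 ± 0.30 (adjusted p = 0.000129). Those that fell numbered 8 to 9 without MYF2 replicate 1 or 2 or LIF2 replicate 2, and those that rose 1 without MYF2 replicate 1 or 2 or LIF2 replicate 2. Of 4 metallothioneins, 3 rose and 1 did not pass (3 rose adjusted over the list alone), with MT1X, a metal-binding protein, at 2.86 ± 0.58 (adjusted p = 0.00193) (2.09 without LIF2 replicate 2). Those that rose numbered 1 without MYF2 replicate 1 or 2 or LIF2 replicate 2. In LIF1 against FIB, of the complex I genes 5 rose, 2 fell and 30 did not pass (4 rose and 2 fell adjusted over the list alone), of the unfolded protein genes 4 rose, 4 fell and 22 did not pass (1 rose and 3 fell adjusted over the list alone) and of the metallothionein genes 4 did not pass. Complex I genes that rose numbered 2 to 3 without FIB replicate 1, 2 or 3 or LIF1 replicate 1 or 2 and 8 to 12 without LIF1 replicate 3 or with the replicate block. Complex I genes that fell numbered 4 without LIF1 replicate 2 or with the stricter filter, the replicate block, all 12 libraries or the block on FIB and LIF1 alone. Unfolded protein genes that rose numbered 1 to 2 without FIB replicate 1, 2 or 3 or LIF1 replicate 1 or 2 or without the filter on low counts. Unfolded protein genes that fell numbered 8 to 11 with the replicate block or the block on FIB and LIF1 alone.

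The study names 8 genes for the LIF subcluster or the metformin response of cultured IPF fibroblasts, of which 5 were tested, and 2 rose and 3 did not pass (2 rose adjusted over the list alone) in LIF1, with GDF15 at 5.73 ± 0.46 (adjusted p = 9.15e-05). Of the 5 genes of its MYF subcluster, 5 fell in LIF1 (5 adjusted over the list alone). Of the 6 genes of the study's qPCR, 3 rose, 1 fell and 2 did not pass (3 rose and 1 fell adjusted over the list alone) in LIF1. Among them, GAPDH, the reference gene of the qPCR, had 0.66 ± 0.23 (adjusted p = 0.0488), from a mean of 1484 (SD 167) CPM in FIB to 2335 (SD 609) in LIF1. GAPDH in LIF1 lost its call without FIB replicate 1, 2 or 3, LIF1 replicate 1 or 2 or MYF1 replicate 1 or 2, without the filter on low counts or with DESeq2's size factors, the stricter filter or only the compared groups (adjusted p = 0.0502 to 0.147, and 0.00852 to 0.147 over all settings). In LIF2 against MYF2, of the LIF subcluster genes 6 rose (6 rose adjusted over the list alone), of the MYF subcluster genes 5 fell (5 fell adjusted over the list alone) and of the qPCR genes 3 rose, 2 fell and 1 did not pass (3 rose and 2 fell adjusted over the list alone). LIF subcluster genes that rose numbered 3 without MYF2 replicate 1 or 2. MYF subcluster genes that fell numbered 3 without LIF2 replicate 2. The qPCR genes that fell numbered 0 to 1 without MYF2 replicate 1 or LIF2 replicate 2. In MYF1 against FIB, 2 of the qPCR genes rose, 1 fell and 3 did not pass (3 rose and 2 fell adjusted over the list alone). MYH11 was among the 3 that did not pass. It had 2584, 710 and 685 counts in FIB and 1929 and 9805 in MYF1. The paper reports MYH11 as raised by TGF-β1 in its qPCR.

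Of 5 markers of epithelial cells, 6 of endothelial cells and 3 of blood cells, 5, 6 and 3 did not pass in MYF1 against FIB over all genes, and 1 epithelial marker fell adjusted over the list alone. In LIF1 against FIB, of 3 blood markers 1 rose, 1 fell and 1 did not pass (1 rose and 1 fell adjusted over the list alone). In LIF2 against MYF2, of 5 epithelial markers 1 fell and 4 did not pass and of 7 endothelial markers 2 fell and 5 did not pass. In MYF2 against FIB, of 5 epithelial markers 1 fell and 4 did not pass (1 fell adjusted over the list alone) and of 4 blood markers 1 rose, 1 fell and 2 did not pass (1 rose and 3 fell adjusted over the list alone). In LIF2 against FIB, of 5 epithelial markers 1 fell and 4 did not pass (1 fell adjusted over the list alone), of 7 endothelial markers 1 rose, 2 fell and 4 did not pass (1 rose and 2 fell adjusted over the list alone) and of 4 blood markers 1 rose, 2 fell and 1 did not pass (1 rose and 2 fell adjusted over the list alone). In LIF2 against LIF1, of 5 epithelial markers 1 fell and 4 did not pass, of 7 endothelial markers 1 fell and 6 did not pass (1 fell adjusted over the list alone) and of 4 blood markers 1 rose, 1 fell and 2 did not pass (1 rose and 1 fell adjusted over the list alone). In MYF2 against MYF1, of 4 blood markers 4 did not pass (2 fell adjusted over the list alone). Where no such count is given, 0 markers passed adjusted over the list alone.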
